# AhR activation underlies the CYP1A autoinduction by A-998679 in rats

**DOI:** 10.3389/fgene.2012.00213

**Published:** 2012-10-26

**Authors:** Michael J. Liguori, Chih-Hung Lee, Hong Liu, Rita Ciurlionis, Amy C. Ditewig, Stella Doktor, Mark E. Andracki, Gerard D. Gagne, Jeffrey F. Waring, Kennan C. Marsh, Murali Gopalakrishnan, Eric A. G. Blomme, Yi Yang

**Keywords:** aryl hydrocarbon receptor, cytochrome P450, autoinduction

## Abstract

Xenobiotic-mediated induction of cytochrome P450 (CYP) drug metabolizing enzymes (DMEs) is frequently encountered in drug discovery and can influence disposition, pharmacokinetic, and toxicity profiles. The CYP1A subfamily of DMEs plays a central role in the biotransformation of several drugs and environmental chemicals. Autoinduction of drugs through CYP3A enzymes is a common mechanism for their enhanced clearance. However, autoinduction via CYP1A is encountered less frequently. In this report, an experimental compound, A-998679 [3-(5-pyridin-3-yl-1,2,4-oxadiazol-3-yl) benzonitrile], was shown to enhance its own clearance via induction of Cyp1a1 and Cyp1a2. Rats were dosed for 5 days with 30, 100, and 200 mg/kg/day A-998679. During the dosing period, the compound's plasma AUC decreased at 30 mg/kg (95%) and 100 mg/kg (80%). Gene expression analysis and immunohistochemistry of the livers showed a large increase in the mRNA and protein levels of Cyp1a, which was involved in the biotransformation of A-998679. Induction of CYP1A was confirmed in primary rat, human, and dog hepatocytes. The compound also weakly inhibited CYP1A2 in human liver microsomes. A-998679 activated the aryl hydrocarbon receptor (AhR) in a luciferase gene reporter assay in HepG2 cells, upregulated expression of genes associated with AhR activation in rat liver and enhanced nuclear migration of AhR in HepG2 cells. Collectively these results demonstrate that A-998679 is an AhR activator that induces Cyp1a1 and Cyp1a2 expression, resulting in an autoinduction phenomenon. The unique properties of A-998679, along with its novel structure distinct from classical polycyclic aromatic hydrocarbons (PAHs), may warrant its further evaluation as a tool compound for use in studies involving AhR biology and CYP1A-related mechanisms of drug metabolism and toxicity.

## Introduction

Cytochrome P450 (CYP) induction in the liver complicates the development of new drugs in pharmaceutical industry because of its association with drug–drug interactions and its potential impact on toxicology studies (Coon, 2005; Amacher, 2010). Multiple enzymes and transporters involved in xenobiotic metabolism are inducible through activation of various transcription factors, most notably the aryl hydrocarbon receptor (AhR), the pregnane X receptor (PXR), the peroxisome proliferator-activated receptor (PPARα), and the constitutive androstane receptor (CAR) (Blomme et al., 2009). The activated receptors, along with specific cofactors, localize to their respective DNA response elements, leading to transcription and translation of their target genes, including CYPs, transporters, and phase 2 conjugation enzymes (e.g., Uridine 5′-diphospho-glucuronosyltransferases-UGTs). AhR activation regulates the transcription of CYP1A1 and CYP1A2 and several other genes (Nebert and Dalton, 2006). When AhR encounters a suitable ligand, its chaperone proteins [including heat shock protein 90 (HSP90), p23, and aryl hydrocarbon receptor interacting protein (ARA9)] are displaced, leading to migration to the nucleus where AhR forms a heterodimer with aryl hydrocarbon receptor nuclear translocator (ARNT) with subsequent DNA binding at the dioxin response element (DRE or XRE) and transcriptional activation (Nebert and Dalton, 2006; Barouki et al., 2007). While this may represent the predominant mechanism, data indicate that induction of CYP1A may not be only driven by AhR binding and that more complex cross talk can be involved (Hu et al., 2007).

AhR activation by toxicants, such as 2,3,7,8-Tetrachlorodibenzo-p-dioxin (TCDD), has been associated with multiple undesirable side effects, such as wasting syndrome, chloracne, reactive metabolite formation, mutagenic potential, and other severe toxicities. The direct role of CYP1A in many toxicities remains the subject of investigation and discussion, but it has been clearly associated with reactive metabolite formation, increased oxidative stress, and vascular dysfunction (Kopf et al., 2010; Denison et al., 2011). In the cases of omeprazole and other related drugs considered relatively safe, recent evidence suggests that the toxicity potential resulting from activation of AhR and CYP1A induction is complex and involves multiple factors, including the ligand affinity to AhR, genetics, environmental exposure, pharmacokinetics (PK), or smoking status (Ma and Lu, 2007; Mitchell and Elferink, 2009). For these reasons, the significance of AhR activation in pharmaceutical risk assessment has been the subject of debate.

Increased activity of a specific CYP can result in an increased systemic elimination of a xenobiotic. This phenomenon can complicate the determination of proper clinical dosages and safety margins, can lead to decreased efficacy over time, and increases the likelihood of the formation of reactive oxygen species (Hewitt et al., 2007). CYP3A isoenzymes are most commonly associated with autoinduction (Zhu, 2010). For instance, carbamazepine, dexamethasone, lovastatin, and rifabutin induce expression of CYP3A4 and are also metabolized by the enzyme (Zhu, 2010).

There are fewer reports of CYP1A1 and CYP1A2 involvement with xenobiotic autoinduction, despite its participation in the metabolism of a diverse array of drugs and environmental chemicals (Ma and Lu, 2007). Polycyclic aromatic hydrocarbons (PAHs) are one class of compounds that are both induced and metabolized by the CYP1A subfamily, which in turn can be responsible for the production of several reactive metabolites promoting tumor formation (Barouki and Morel, 2001), but other authors have noted that CYP1A may also have a protective and adaptive role in whole animals (Nebert et al., 2004). However, the most potent inducer of CYP1A, TCDD, is a poor substrate of the enzyme (Ma and Lu, 2007). Omeprazole, a drug that induces CYP1A in humans, is also not metabolized by the enzyme (Diaz et al., 1990; Ma and Lu, 2007).

In this report, we describe an experimental activator of AhR resulting in autoinduction through Cyp1a1 and Cyp1a2. A-998679 [3-(5-pyridin-3-yl-1,2,4-oxadiazol-3-yl) benzonitrile] (Figure 1) is an experimental compound that underwent early preclinical characterization for neuropsychiatric indications. It is a novel positive allosteric modulator of α4β2 nicotinic acetylcholine receptors, enhancing the downstream response of these receptors as described previously (Anderson et al., 2009).

**Figure 1:**
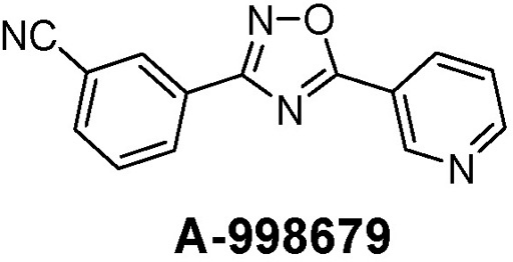
**Chemical structure of A-998679**.

In pharmacokinetic studies, repeated dosing was associated with lower plasma exposure over time. The objective of this study was to generate a mechanistic understanding of this phenomenon.

## Materials and methods

### Reagents

A-998679 was synthesized in our laboratories. All reagents, including the probe substrates phenacetin, diclofenac, and dextromethorphan, were obtained from Sigma (St Louis, MO) unless otherwise indicated. Midazolam was purchased from Spectrum Labs (Rancho Dominguez, CA); S-Mephenytoin was from Toronto Research Chemical (Toronto, Canada).

### Rat study

All animal experiments were conducted in accordance with the Guiding Principles in the Use of Animals in Toxicology (http://www.toxicology.org/ai/air/air6.asp) and were approved by Abbott's Institutional Animal Care and Use Committee (IACUC). Male Sprague-Dawley rats [Crl:CD®(SD)IGS BR], weighing ~250 g at study initiation were obtained from Charles River Laboratories, Inc. (Wilmington, MA). Rats were housed singly in ventilated, stainless steel, wire-bottom hanging cages and fed non-certified Rodent Chow (Harlan Labs, Madison, WI), and water *ad libitum* and acclimated for at least 5 days after arrival. Rats were randomly assigned to various treatment groups (3 rats/group) and were dosed once daily by oral gavage with vehicle (0.2% hydroxypropylmethylcellulose at a dose volume of 10 ml/kg) or with 30, 100, or 200 mg/kg of A-998679. All rats were fasted overnight after their last dose, weighed and sacrificed under isoflurane anesthesia. For histopathological evaluation, liver, heart, kidney, spleen, bone (sternum) with marrow, gastrointestinal tract (duodenum with pancreas, jejunum, ileum, cecum, and colon), thymus, and lung were fixed in formalin, routinely processed, and embedded in paraffin. Paraffin sections (4 μm) were stained with hematoxylin and eosin. Liver and small intestine (jejunum) were also flash frozen in liquid nitrogen and stored at −80°C until processing for gene expression profiling. Serum clinical chemistry parameters were quantified using an Aeroset Clinical Chemistry Analyzer (Abbott Laboratories, Abbott Park, IL) and included alanine amino transferase (ALT), aspartate amino transferase (AST), gamma glutamyltransferase (GGT), and alkaline phosphatase (ALP) activities.

### Cell culture

Rat hepatocytes were isolated in a perfusion procedure as described previously (Elliget and Kolaja, 1983; Waring et al., 2001). The beagle dog hepatocytes were isolated in the same manner, except for adjustment of flow rate and buffer volume to scale to liver size. Cells were plated at a seeding density of 1.0 × 10^6^ cells per well on 6-well, collagen-type I coated plates (BD Biosciences, Bedford, MA) in hepatocyte plating medium (Celsis, Baltimore, MD). Cells were allowed to attach for 24 h in a 37°C humidified incubator with a 5% CO_2_ atmosphere and were dosed for 24 h (rat) or 48 h (dog) with vehicle control [0.1% DMSO (v/v)] or 10 μM A-998679 in fresh treatment media (Celsis hepatocyte incubation media) every 24 h. After the last incubation, cells were lysed in 1 ml of Qiazol (Qiagen) and stored at −80°C until RNA isolation. Cryopreserved human hepatocytes (donor designation Hu4198; Invitrogen Life Technologies, Carlsbad, CA) were thawed and plated according to the manufacturer's protocol and allowed to incubate for 24 h. Cells were then dosed with 1, 3, 10 or 30 μM A-998679 for 24 h and harvested as described above. HepG2 cells (American Type Culture Collection, Manassas, VA) were cultured under the same conditions as the hepatocytes using Dulbecco's Modified Eagle's Medium supplemented with 10% fetal calf serum (Invitrogen Life Technologies). The cells were cultured continuously until used in experiments.

### RNA preparation

Frozen liver or jejunum were immediately added to 4 ml of TRIzol reagent (Invitrogen Life Technologies) and homogenized using a Polytron 300D homogenizer (Brinkman Instruments, Westbury, NY). Total RNA was isolated via chloroform extraction and nucleic acid precipitation with isopropanol. Pellets were washed with 75% ethanol and re-suspended in molecular biology grade water. Nucleic acid concentration was determined by OD 260 nm (Smart-Spec, Bio-Rad Laboratories, Hercules, CA), and RNA integrity was evaluated using an Agilent 2100 bioanalyzer (Agilent Technologies, Foster City, CA).

### Microarray hybridization

Microarray hybridization was performed using the standard protocol provided by Affymetrix, Inc. (Santa Clara, CA). Briefly, approximately 5 μg of total RNA was reverse transcribed into cDNA using a Superscript II Double-Strand cDNA synthesis kit (Invitrogen Life Technologies) according to the manufacturer's instructions, except that the primer used for the reverse transcription reaction was a modified T7 primer with 24 thymidines at the 5′ end (Affymetrix). The sequence was 5′-GGCCAGTGAATTGTAATACGAC-TCACTATAGGGAGGCGG-(dT)24-3′. cDNA was purified via filtration (Qiagen, Valencia, CA), phenol/chloroform/isoamylalcohol extraction (Invitrogen Life Technologies) and ethanol precipitation. Purified cDNA was re-suspended in molecular biology grade water, and then used to synthesize biotin-labeled cRNA using the Enzo RNA Transcript Labeling Kit (Enzo Life Sciences, Farmindale, NY) according to the manufacturer's instructions. Labeled cRNA was purified using RNeasy kits (Qiagen), and cRNA concentration and integrity were evaluated. Approximately 200 μg of cRNA was then fragmented in a solution of 40 mM Tris-acetate, pH 8.1, 100 mM KOAc, and 30 mM MgOAc at 94°C for 35 min, and then hybridized to an Affymetrix rat genome RAE230 2.0 array, which contains sequences to roughly 31,000 probe sets, at 45°C overnight using an Affymetrix Hybridization Oven 640. Arrays were subsequently washed, stained twice with strepavidin-phycoerythrin (Molecular Probes, Carlsbad, CA) using the GeneChip® Fluidics Workstation 400 (Affymetrix), and finally scanned using the Affymetrix GeneChip® Scanner 3000.

### Statistics and microarray data analysis

Microarray data were analyzed using Rosetta Resolver software using its error model to detect statistically significant (*p* ≤ 0.05) gene expression changes (version 7.2). The microarray data have been deposited in NCBIs Gene Expression Omnibus and are accessible through GEO Series accession number GSE39525. Data were analyzed through the use of IPA (version 9.0, Ingenuity® Systems, www.ingenuity.com). (Redwood City, CA). Graphpad Prism (version 5.0; Graphpad Software, Inc., San Diego, CA) was used for graphing and statistical analysis, including the standard *t*-test and One-Way ANOVA followed by Tukey's multiple comparison test. A *p*-value ≤ 0.05 was considered significant.

### Pharmacokinetic analysis

Serial blood samples were obtained from a tail vein of each rat 0.5, 1.5, 3, 6, 9, 12, and 24 h after drug administration on the first and last day of dosing. Plasma was separated by centrifugation and stored frozen prior to analysis. A-998679 was separated from the plasma using protein precipitation with acetonitrile. A-998679 and the internal standard were separated from co-extracted contaminants on a 50 × 3 mm Betasil CN column (Thermosystem) with an acetonitrile: 10 mM ammonium acetate mobile phase (35:65, by volume) at a flow rate of 0.4 ml/min at ambient temperature. Concentrations of A-998679 in the plasma extracts were determined by HPLC-MS/MS (API2000; Applied Biosystems). Peak plasma concentrations (*C*_max_) and the time to peak plasma concentration (*T*_max_) were read directly from the plasma concentration data for each rat. A-998679 plasma concentration data were submitted to multi-exponential curve fitting using WinNonlin. The area under the plasma concentration-time curve from 0 to *t* hours (time of the last measurable plasma concentration) after dosing (AUC0-t) was calculated using the linear trapezoidal rule for the plasma concentration-time profiles. The residual area extrapolated to infinity, determined as the final measured plasma concentration (*C*_*t*_) divided by the terminal elimination rate constant (β), was added to AUC0-t to produce the total area under the curve (AUC0-∞).

### Metabolic profiling of A-998679

Identification of the drug metabolizing enzymes (DMEs) of A-998679 was studied in cDNA expressed recombinant enzymes prepared from baculovirus infected insect cells over-expressing rat Cyp isoforms (BD Gentest, Woburn, MA) as listed in Table 2. Incubations were conducted in duplicate using Supersomes. The incubation mixture contained 100 pmol/ml of enzymes, except for Cyp1a1 (200 pmol/ml), 0.1 or 0.21 μM of [^3^H]A-998679 in 100 mM phosphate buffer (pH 7.4). Reactions were initiated with the addition of NADPH at a final concentration of 1 mM and incubated at 37°C for 60 min. At the end of the incubation period, the incubations were terminated by the addition of acetonitrile/ethanol (50/50, v/v) solution. Insect control samples lacking expressed enzyme were used as negative control. The degree of metabolism of A-998679 was assessed by percent of parent remaining using the radio-HPLC method described below.

To assess the involvement of CYP1A2 in the metabolism of A-998679, incubations were conducted in duplicate in human liver microsomes (BD Gentest, Lot # 20567) in the presence or absence of furafylline, a CYP1A2 inhibitor. The incubation mixture contained 0.34 μM [^3^H]A-998679 and 0.5 mg/ml liver microsomal protein in 50 mM phosphate buffer at pH 7.4. Varying concentrations (final concentrations of 0, 0.625, 1.25, 2.5, 5, or 10 mM) of furafylline were co-incubated with [^3^H]A-998679. The reactions were initiated by the addition of 1 mM NADPH and incubated at 37°C for 30 min. The reaction was quenched with acetonitrile and methanol (50/50, v/v). Samples were centrifuged for 10 min at 14,000 rpm (Jouan CR3i centrifuge, Virginia with an AC 2.14 rotor), and the supernatants were analyzed by HPLC with radioflow detection. The degree of inhibition of A-998679 metabolism was determined relative to negative control samples.

Radiolabeled components from the above assays were profiled following separation by HPLC with on line radioflow detector. The system consisted of an Agilent 1100 Series quaternary pump and autosampler connected to a Packard 500TR flow scintillation detector. The data were processed using the Radiomatic™ Flo-one® software v3.65. The scintillant (Perkin Elmer FLO-SCINT™ III) flow was maintained at 3 ml/min. The elution of metabolites was achieved at room temperature on a Luna C18, 5 μm, 100A, 250 × 4.6 mm i.d. column in the presence of a guard column (Phenomenex, Torrance, CA). Mobile phases were A: 25 mM ammonium formate in water with 2.5% methanol (v/v) pH 3.5; and B: acetonitrile; the flow rate was maintained at 1 ml/min. The gradient program began at 0% B at 0 min and was increased linearly to 60% B in 25 min, to 85% B in 5 min, then decreased to 0% B in 2 min.

### RT-PCR

RNA samples were diluted with RNase-free molecular biology grade water to a concentration of 20 ng/μl total RNA. Each sample (2.5 μl) was pipetted in triplicate into a 96-well optical reaction plate (Applied Biosystems, Carlsbad, CA). Reagent mix was made using the TaqMan EZ RT–PCR kit (Applied Biosystems) and 17.5 μl of reagent mix was added to each well. PCR primer and TaqMan probe sequences are listed in Table A1. RT–PCR was performed on the ABI Prism 7900 (Applied Biosystems) with the following parameters: 2 min at 50°C (initial step), 30 min at 60°C (RT), 5 min at 95°C (deactivation), and 40 cycles of 20 s melting at 94°C then 1 min annealing/extending at 62°C. Results were analyzed by calculating the fold change of CYP1A1 and/or CYP1A2 mRNA levels normalized to 28S rRNA (ΔΔ *C*_*t*_) in compound treated cells or tissues compared to vehicle levels. Since Cyp1a1 was undetectable in vehicle livers, an arbitrary *C*_*t*_ = 40 was assigned and used as a basis to calculate fold change.

### Immunohistochemistry

Formalin fixed, paraffin embedded 4 μm sections were rehydrated through 100 and 95% ethanol and deionized water. Endogenous peroxidase activity was quenched by incubating slides in 3% hydrogen peroxide followed by a brief rinse in Tris buffered saline (TBS). No antigen retrieval was used. Sections were blocked with SNIPER (Biocare, Concord, CA) for 5 min and incubated for 1 h with a 1:900 diluted polyclonal rabbit anti-rat Cyp1a1 antibody (Millipore-Chemicon, Temecula, CA). After a TBS wash, the sections were incubated for 30 min with a 1:200 diluted biotinylated goat anti-rabbit secondary antibody (Vector Laboratories, Burlingame, CA). After a brief wash in TBS, the sections were treated for 30 min with ABC reagent (Vector Laboratories), washed in TBS, and then incubated with DAB (3,3′-diaminobenzidine) (Vector Laboratories) for 5 min. Slides were counterstained with hematoxylin and mounted for viewing. All procedures were conducted at room temperature.

### AhR reporter assay

HepG2 cells were transiently transfected overnight with the construct (1200 bp portion of the human CYP1A1 promoter region containing 2 copies of the functional consensus sequence for the DRE in luc2P luciferase vector (SwitchGear Genomics cat# 114555, Menlo Park, CA) using lipofectin (Invitrogen Life Technologies) at 500 ng construct per million cells. Following transfection, the cells were replated in a 96-well format and dosed for 24 h with 0.1% (v/v) DMSO vehicle, 3-MC at 0.05, 0.1, 0.5, 1, 5, 10 μM, and A-998679 at 1.5625, 3.125, 6.25, 12.5, 25, and 50 μM. Luminescence signal was generated using the Dual-Luciferase Reporter Assay System (Promega, Madison, WI) and detected with a Tecan Genios Pro reader (Männedorf, Switzerland).

### Translocation assay

HepG2 cells were plated in Lab-Tek II Chamber slides (Nalgene, Rochester, NY) at a seeding density of 50,000 cells/well. The cells were allowed to attach overnight and were treated for 2 h or 24 h with 10 or 40 μM A-998679, 2 μM 3-methylchloranthrene (3-MC) as a positive control, or 0.1% (v/v) DMSO vehicle. The cells were fixed in fresh 3% paraformaldehyde solution in PBS followed by a PBS wash, and were then permeabilized for 5 min using 0.2% Triton X-100 in PBS followed by another PBS wash. The cells were then incubated with blocking buffer consisting of 1% BSA/PBS solutions and immediately incubated with a 1:50 dilution of rabbit polyclonal antibody to AhR (Abcam, Cambridge, MA catalog# 63636) for 1 h at 37°C. Cells were then washed with PBS, re-blocked for 10 min, and stained with an Alexa 546 donkey anti-rabbit secondary antibody (diluted 1:200; Invitrogen Life Technologies) for 45 min at 37°C. The cells were then washed with PBS, stained with 0.5 μM Hoescht solution for 15 min, and again washed with PBS. The chamber slides were sealed and examined under the microscope. Images were acquired with a SPOT RT SE digital camera (Diagnostic Instruments, Sterling Heights, MI) mounted on a Leica (Wetzlar, Germany) DMIRE inverted florescence microscope using a 20× objective. Image acquisition was done using Metamorph® software (Molecular Devices, Sunnyvale, CA) and percent translocation of the AhR probe was quantitated using MetaXpress (Molecular Devices). Twenty microscope fields were evaluated per well (~3000–6000 cells/well).

### CYP inhibition evaluation

Incubations were performed in human liver microsomes using probe substrate concentrations similar to their corresponding *K*_*m*_ values. Enzyme activity was evaluated in the presence of various concentrations of A-998679. The incubations consisted of the test article at varying concentrations (0–30 μM), probe substrate (concentration ~*K*_*m*_, see Table A2), human liver microsomal protein and 1 mM NADPH in 50 mM phosphate buffer at pH 7.4. The specific incubation conditions for the CYP isoform evaluated are listed in Table A2. Relative quantitation of the metabolites was obtained by LC-MS/MS using an ABSciex (Foster City, CA) API3000 or API4000 Qtrap hybrid linear ion trap mass spectrometer equipped with a TurboIonspray source using either PerkinElmer series 200 pumps or Agilent 1100 series pump with a Leap autosampler. Analytes were separated using a Phenomenex Prodigy ODS(3) 5 μm, 50 × 2.0 mm column at 50°C, eluted and detected under the specific conditions listed in Tables A3, A4, and A5. The analyte to internal standard peak area ratios were determined using Analyst 1.4 software (Applied Biosytems, Carlsbad, CA). The peak area ratios observed in the presence of test article were compared to the vehicle control in order to determine percent activity. To determine the IC_50_, the data were plotted as Log [dose] μM vs. % inhibition, and analyzed with a sigmoidal dose-response (variable slope) fitting equation. The inhibitory responses observed for the positive controls were consistent with historical values.

## Results

### Dosing of rats with A-998679 for 5 days results in a progressive decline in plasma exposure

Dosing of A-998679 in rats for 5 days resulted in a substantial decline in *C*_max_ at the 30 mg/kg (88%) and 100 mg/kg (53%) dose levels (Figure 2) compared to the first day. AUC values were decreased at 30 mg/kg (95%) and 100 mg/kg (80%) after 5 days of dosing. There was a concurrent decrease in **t**_1/2_ and *T*_max_ at these dose levels (data not shown). Interestingly, no change in AUC or *C*_max_ was apparent at the highest dose tested (200 mg/kg). Correspondingly, there was a ~25% increase in relative liver weight in rats treated with 200 mg/kg/day A-998679 but there was no change at the lower doses. No significant changes were noted in clinical chemistry parameters or histopathology.

**Figure 2:**
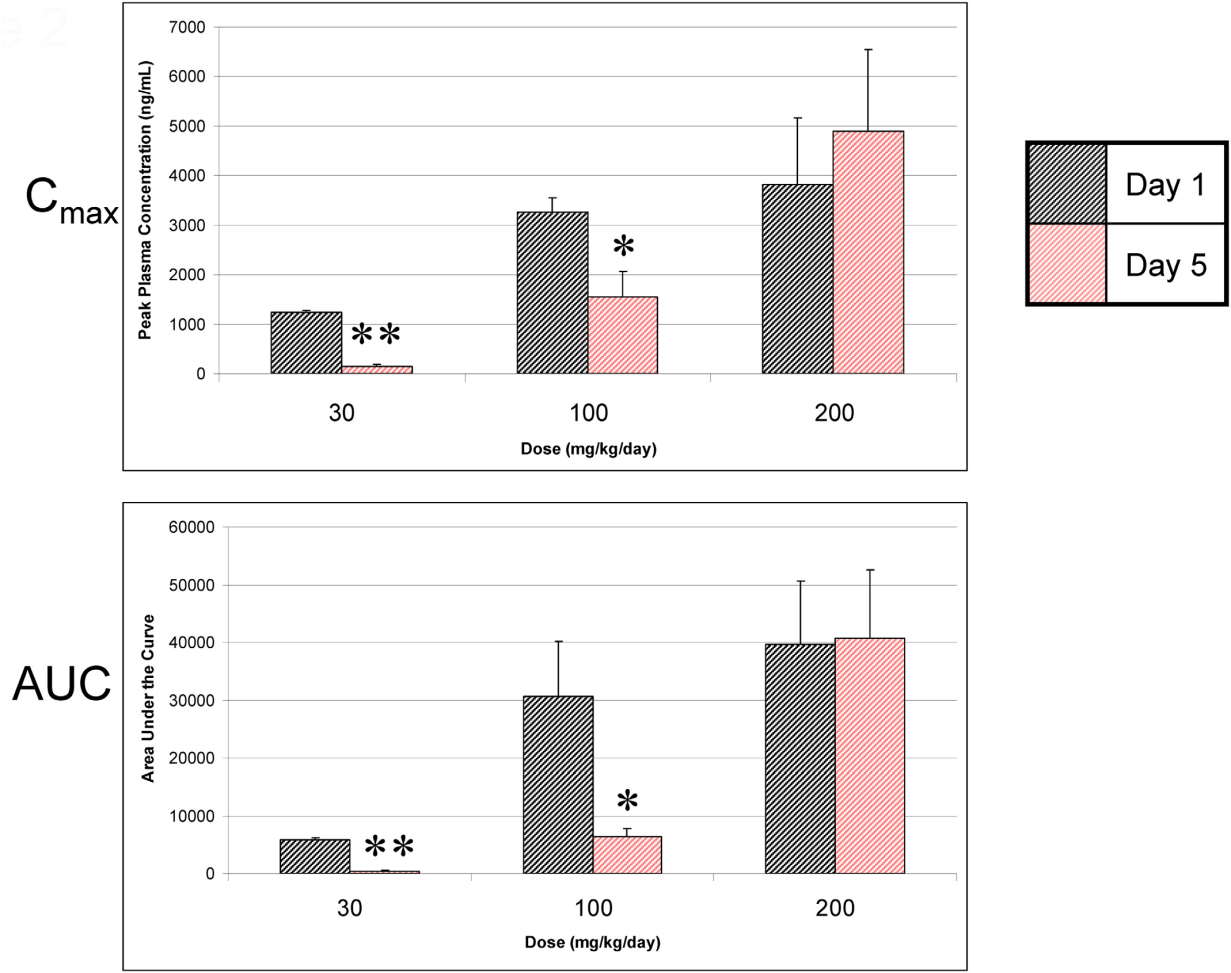
**A-998679 peak plasma concentrations (*C*_max_) and area under the curve (AUC) following oral dosing of rats for 1 or 5 days.** Plasma levels are reported as the mean of 3 rats ± SEM in units of ng/ml (*C*_max_) or ng • h/ml (AUC). The gray bars represent the compound levels on the first day of dosing, and the red bars show the levels on the last day of dosing. The levels drop over time except at the highest dose evaluated. Asterisks indicate that the values were significantly different between day 1 and day 5 (^*^p < 0.05, ^**^p < 0.001).

### A-998679 induces Cyp1a1 and Cyp1a2 in rat liver

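Liver RNA of 12 male Sprague-Dawley rats was hybridized to Affymetrix rat RAE230 2.0 arrays, 1 array per rat. Vehicle was given to 3 rats, and 30, 100 or 200 mg/kg/day A-998679 to 3 rats each, for 5 days by mouth. All groups were fasted overnight before sacrifice. The vehicle was 0.2% HPMC, a cellulose suspending agent, at 10 ml/kg. The sample titles and the paper give the top dose as 200 mg/kg, whereas another field of the labels gives 300 mg/kg for the same rats, and body weights are 250 g in the paper and 176 to 200 g in the labels. The paper's doses are used here. The values deposited by the authors are log10 intensities from the Rosetta Resolver software, with 29176 probe sets per array. How that software corrected the background and scaled the arrays is not given in the sources used here. Of the 350112 values, 12.1% are empty, and 20497 probe sets have a value in all 12 rats. Empty values lie mostly in dim probe sets: the median value was 2.88 on the log2 scale in probe sets with an empty value and 5.77 in the others. Array medians ranged from 5.21 to 5.26 on the log2 scale. Correlations between arrays were 0.966 to 0.976 within a group and 0.963 to 0.978 between groups. The values were put on the log2 scale without further normalization, and empty values were left out. Groups were compared with limma, with 1 model for all groups, and p values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Where a gene had no value in any rat of a group, its fold is a bound ("at least") against a floor of 14.3 intensity units (3.84 on the log2 scale), the 25th percentile of all values. Such a bound assumes that the empty values lie below the floor. That is not known, as the reason for an empty value is not given. In probe sets with a mean of 4 to 5 on the log2 scale 1.95% of values are empty, and 0.23% at 5 to 6. The authors also deposited a table of the fold change of each treated rat relative to vehicle, in which a fold under 1.5 or a p not under 0.05 is written as 1 and no fold exceeds 100. The number of arrays, 3 per group, limits the precision of all these values.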

Microarray analysis was used to profile changes in expression for major Cyp isoenzymes in rat liver after 5 days of dosing with A-998679. Cyp1a1 and Cyp1a2 were increased at the mRNA level in at least one animal starting at the 100 mg/kg dose (~10–100-fold and 2–3-fold, Cyp1a1 and Cyp1a2, respectively). 

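Cyp1a1, which oxidizes polycyclic aromatic hydrocarbons, had no value in any of the 3 vehicle rats or the 3 rats dosed with 30 mg/kg. Of the rats dosed with 100 mg/kg, 2 of 3 had a value, at 1.67 and 1.18 times the floor. All 3 rats dosed with 200 mg/kg had a value, at 94.8, 6.31 and 5.78 times the floor, with a mean of 7.76 ± 2.29 on the log2 scale (SD, n = 3). If the empty values lie below the floor, Cyp1a1 was thus at least 15.1-fold higher at 200 mg/kg than in vehicle rats. Cyp1a2, the Cyp1a enzyme already expressed in untreated liver, had a level of 11.10 ± 0.45 (SD, n = 3) in vehicle rats on the log2 scale. It was 12.27 ± 0.087 at 30 mg/kg, 12.61 ± 0.016 at 100 mg/kg and 12.50 ± 0.16 at 200 mg/kg (SD, n = 3 each). Cyp1a2 rose 2.85-fold at 100 mg/kg (log2 fold change 1.51, standard error 0.17, adjusted p = 0.0083 from limma) and 2.64-fold at 200 mg/kg (log2 fold change 1.40, adjusted p = 0.0044). At 30 mg/kg it was 2.26-fold above vehicle and did not pass the test (log2 fold change 1.17, adjusted p = 0.087). All 9 treated rats had more Cyp1a2 than all 3 vehicle rats (2-sided exact permutation test, p = 0.0045, the smallest possible), and the mean over the 3 doses was 2.57-fold higher (adjusted p = 0.0026). In the authors' deposited table, Cyp1a1 is raised 10.2-fold in rat 2 at 100 mg/kg and 100-fold (the cap), 24.1-fold and 19.3-fold in the rats at 200 mg/kg. That table has Cyp1a2 raised 2.14-fold to 2.41-fold at 30 mg/kg, 2.78-fold to 2.87-fold at 100 mg/kg and 2.43-fold to 3.00-fold at 200 mg/kg. For Cyp1a1 the 2-sided exact permutation test gave p = 0.1 at 200 mg/kg, the smallest that 3 rats against 3 allow, and p = 0.4 at 100 mg/kg, where 1 rat had no value and no bound is given. The Cyp1a1 bound at 200 mg/kg was not past the threshold in limma with the floor (adjusted p = 0.25), and it was 2.59 on the log2 scale without rat 1 at 200 mg/kg against 3.92 with it. With a floor under all dim values the adjusted p of Cyp1a2 was 0.12 at 100 mg/kg and 0.071 at 200 mg/kg, and without a variance trend in eBayes 0.26 and 0.12. Without rat 1 or rat 2 at 100 mg/kg it was 0.075 and 0.082 at that dose, and at 30 mg/kg it was 3.4e-04 without vehicle rat 3.

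**Figure D1:**
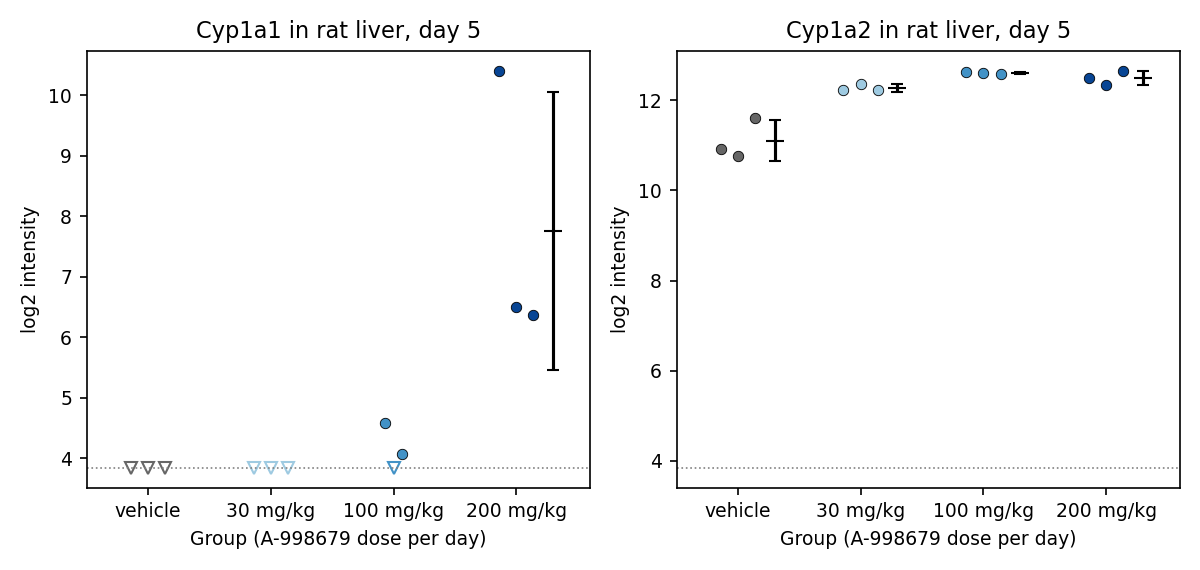
Cyp1a1 (left) and Cyp1a2 (right) intensity on the log2 scale by dose of A-998679 in mg/kg/day, with 1 filled circle per rat, an open triangle on the dotted floor line for a rat with no value, and bars for the mean ± SD where all 3 rats have a value. Cyp1a1 is above the floor in 2 rats at 100 mg/kg and in all 3 at 200 mg/kg, and Cyp1a2 is higher in all 9 treated rats than in the vehicle rats.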

No other major gene expression changes were observed for other Cyp isoforms (data not shown). 

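Table 2 names 12 rat Cyp isoforms besides Cyp1a, of which 10 were measured by probe sets of their own. Cyp2b1 and Cyp2d1 were not and are not counted. None of the 10 passed limma's test at any dose. At an unadjusted p under 0.05 there were 3 at 200 mg/kg and 0 at 30 and 100 mg/kg. The log2 fold change at 200 mg/kg was 0.10 for Cyp3a23-3a1 (95% interval -0.21 to 0.41), -0.35 for Cyp3a2 (-0.71 to 0.0099), 0.18 for Cyp2a1 (-0.081 to 0.44) and -0.07 for Cyp2d2 (-0.25 to 0.11). Cyp2a2, Cyp2c6v1 and Cyp2e1 had log2 fold changes of -0.10, -0.0065 and -0.10, each with the opposite sign under quantile normalization, and intervals between -0.34 and 0.20. Adjusted over the list alone, 1 of the 10 was higher at 200 mg/kg and 2 were lower. Cyp2c12, a female-predominant isoform, had a log2 fold change of 1.81 (interval 0.69 to 2.93). The male-predominant isoforms Cyp2c11 and Cyp2c13 had log2 fold changes of -0.995 (-1.64 to -0.35) and -0.51 (-0.89 to -0.13), or -0.56 and -0.27 without rat 2 at 200 mg/kg. Cyp2c12 had 1.20 without vehicle rat 3. All 3 of these calls were lost without vehicle rat 1 or 3 or rat 2 at 200 mg/kg, and that of Cyp2c13 in 5 further fits without vehicle rat 2, rat 3 at 30 mg/kg or any 1 rat at 100 mg/kg, while 1 was higher and 4 were lower without rat 3 at 200 mg/kg. Without 1 rat Cyp3a23-3a1 ranged over 0.0029 to 0.29, Cyp3a2 over -0.57 to -0.11, Cyp2a1 over 0.090 to 0.34 and Cyp2d2 over -0.13 to -0.012. As a set the 10 did not differ from the other genes (limma's camera test, adjusted p = 0.35). Outside these families, Cyp17a1, a steroid hydroxylase of androgen synthesis, fell by 1.59 on the log2 scale at 200 mg/kg (standard error 0.28, adjusted p = 0.040), from 7.92 ± 0.32 in vehicle rats to 6.32 ± 0.53 (SD, n = 3 each). The Cyp17a1 call held in 3 of 12 fits that left out 1 rat. It was lost without any 1 of the vehicle or 100 mg/kg rats, rat 3 at 30 mg/kg, or rat 1 or 3 at 200 mg/kg (highest adjusted p = 0.17), and it was lost with the floor (0.18).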

Using RT-PCR, expression of rat Cyp1a1 and Cyp1a2 mRNA was strongly induced in these livers at all doses (Figure 3). Immunohistochemistry for Cyp1a1 confirmed induction (Figure 4). While Cyp1a1 was not detectable in control livers, immunostaining was observed at moderate levels in centrilobular regions in rats dosed with A-998679. All gene expression changes are provided in the supplementary material to this article.

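The most changes were called at 200 mg/kg, where 32 probe sets rose and 25 fell of 26999 tested in limma, for 28 and 20 named genes. Akr7a3, an aldehyde reductase that detoxifies aflatoxin dialdehyde, rose 12.7-fold, from 7.72 ± 0.14 to 11.38 ± 0.57 on the log2 scale (SD, n = 3 each; standard error 0.35, adjusted p = 9.8e-04). Cryl1, a dehydrogenase of the glucuronate pathway, rose 8.14-fold (standard error 0.40 on the log2 scale, adjusted p = 0.0077). Slc34a2, a sodium-phosphate cotransporter, fell by 2.56 on the log2 scale (adjusted p = 0.0048) and Dmxl2, which takes part in acidifying vesicles, fell by 1.25 (adjusted p = 0.0021). All of these passed in each of the 12 fits that left out 1 rat, while Cryl1 and Slc34a2 did not pass with the floor (adjusted p = 0.079 each). With 100 mg/kg, 6 probe sets rose and 0 fell, with 862 higher and 758 lower at an unadjusted p of at most 0.05. At 30 mg/kg 1 rose and 1 fell, Dmxl2 among them at -1.09 (adjusted p = 0.043, lost in 11 of 12 such fits), while its log2 fold change with 100 mg/kg was -0.28 (adjusted p = 0.85) and the authors' deposited table lists no change of it in the 3 rats of that dose. In the mean of the 3 doses against vehicle 11 rose and 5 fell, among them Csrp1, a LIM domain protein, which fell by 0.63 on the log2 scale (adjusted p = 0.0066, 0.060 without vehicle rat 1). The rises called at 200 mg/kg in Fgfr2, Phf7 and Fam107b rest on 1 vehicle rat with a value each and did not pass with the floor (adjusted p = 0.80, 0.25 and 0.39). These 3 are also among the rises at 100 mg/kg and for the mean of the doses, and the 1 rise at 30 mg/kg is Fgfr2. Those calls were lost with the floor too. The authors' deposited table lists 3303 probe sets, with 2076 changed in at least 1 rat. Its changes in the same direction in all 3 rats number 3 up and 10 down at 30 mg/kg, 30 up and 38 down at 100 mg/kg, and 51 up and 53 down at 200 mg/kg. Of the 57 called here at 200 mg/kg, 47 are in the authors' deposited table with a change in at least 1 rat, and 23 rises and 13 falls are there in all 3 rats. The count at 200 mg/kg was 28, 27 and 26 without vehicle rat 1, 2 or 3, and 18 with the floor. At 100 mg/kg it was 1 without rat 1 or 2 of that group, 2 without rat 1 or 2 at 200 mg/kg, and 3 without rat 3 at 30 mg/kg; at 30 mg/kg it was 4 without vehicle rat 3 and 0 without vehicle rat 1, rat 1 or 3 at 30 mg/kg, any 1 rat at 100 mg/kg, or rat 1 or 2 at 200 mg/kg. The count for the mean of the doses was 5, 9 and 10 without vehicle rat 1, vehicle rat 2, and rat 1 at 100 mg/kg, and 6 with the floor. Without a variance trend in eBayes the counts at 30, 100 and 200 mg/kg and for the mean of the doses were 0, 0, 3 and 1, and with each probe set tested by its own variance alone, under the same adjustment, 0, 0, 1 and 3.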

**Figure 3:**
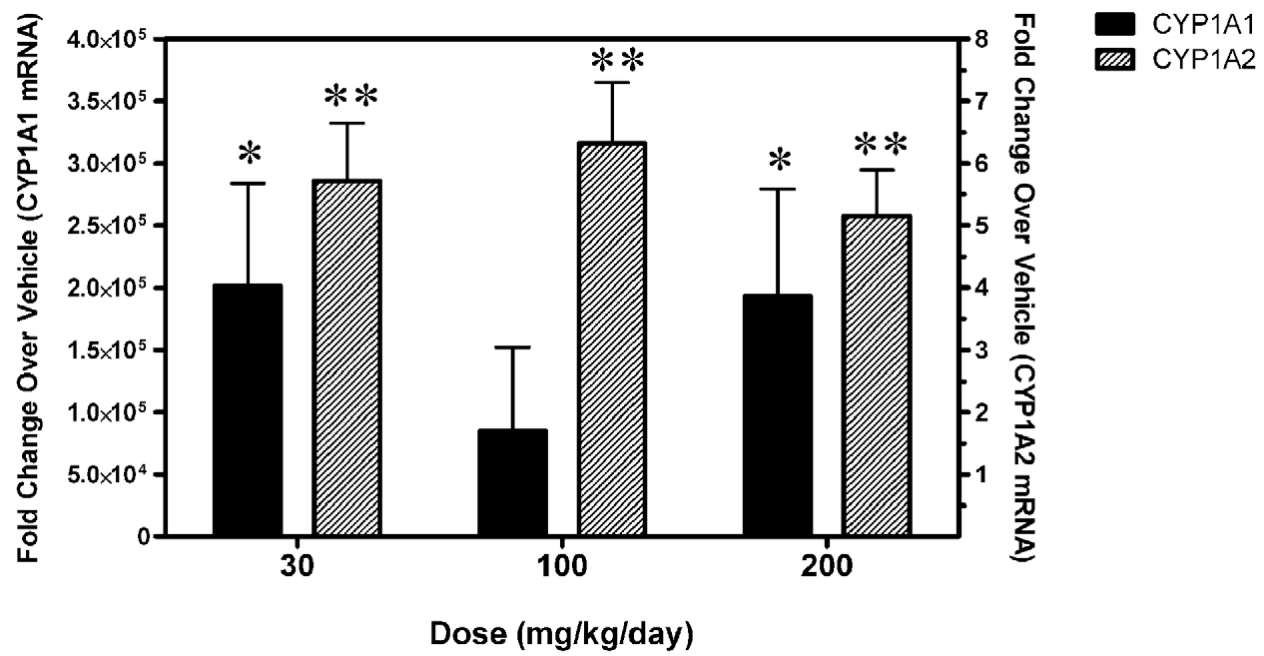
**Levels of Cyp1a1 and Cyp1a2 mRNA in livers from rats dosed for 5 days with 30, 100, or 200 mg/kg/day A-998679 compared to vehicle control animals.** The solid black bars represent Cyp1a1 levels (left y-axis) from an individual rat while the shaded bars represent Cyp1a2 levels (right y-axis). The mRNA data are expressed as fold-change (average ± SD) compared to vehicle. Asterisks indicate that the values were significantly different between treated and vehicle control rats (^*^p < 0.05, ^**^p < 0.001).

**Figure 4:**
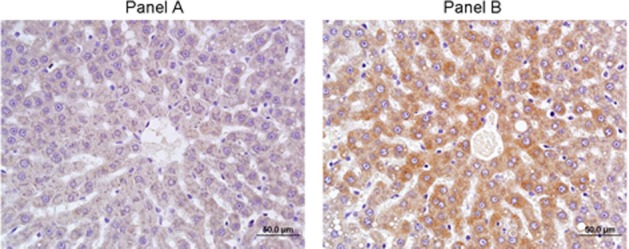
**Immunohistochemistry of Cyp1a1 in rat liver after 5 days of treatment. (A)** Vehicle control. **(B)** 200 mg/kg/day A-998679. Darker areas represent positive protein Cyp1a1 immunostaining.

### A-998679 induces CYP1A1 and CYP1A2 in hepatocytes across several species

To evaluate whether induction of CYP1A was relevant across species, A-998679 was tested for both CYP1A1 and CYP1A2 mRNA induction in primary human hepatocytes as an *in vitro* model. The compound induced both CYP1A mRNA isoforms in a dose-dependent manner in human hepatocytes starting at levels as low as 3 μM (Figure 5). This result was also observed in primary hepatocytes from rat for Cyp1a1 and dogs for CYP1A2 (data not shown). Thus, A-998679 does not have a species preference with regard to its CYP1A inducing potential in this *in vitro* hepatocyte model.

**Figure 5:**
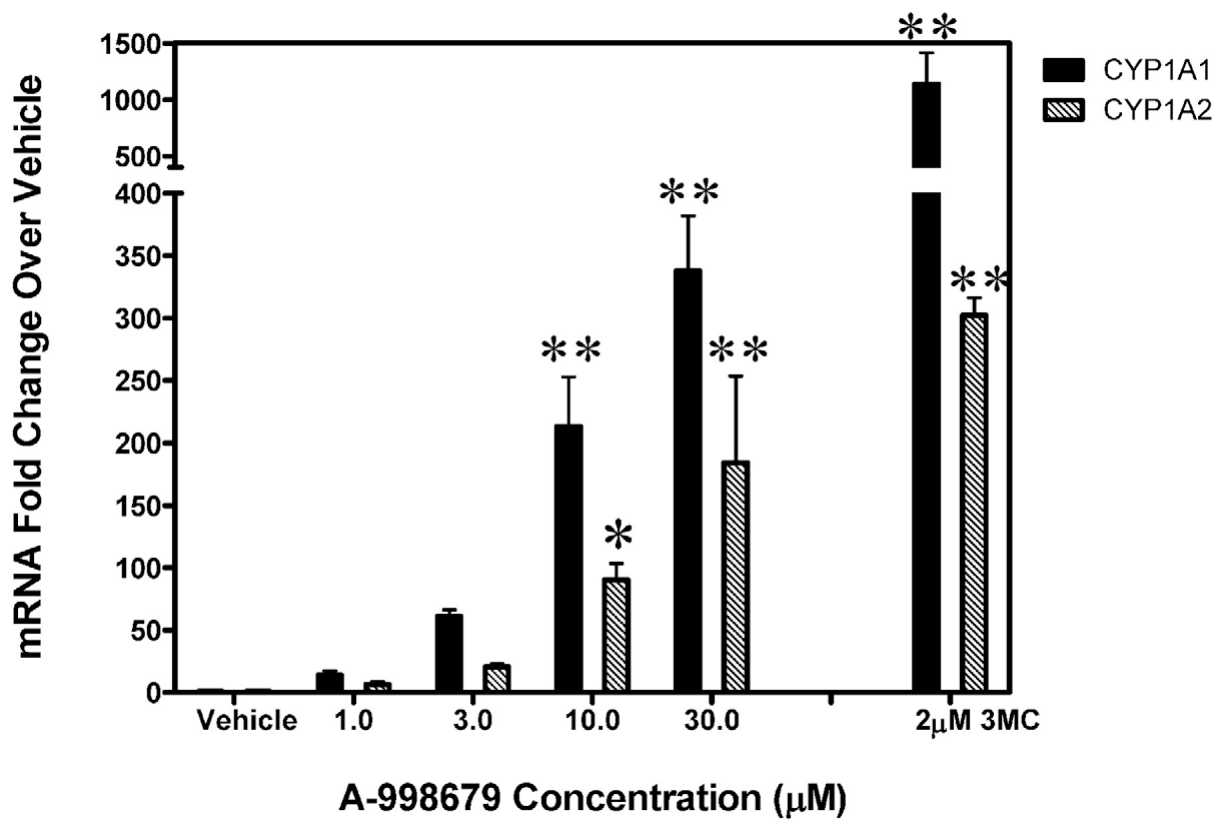
**CYP1A1 and CYP1A2 levels in primary human hepatocytes dosed with increasing levels of A-998679.** The x-axis represents concentration (μM), and the y-axis shows fold-change in CYP1A1 and CYP1A2 mRNA (average ± SD) relative to vehicle control treated cells. 3MC (2 μM) served as a positive control. The black bars represent CYP1A1 and the gray shaded bars indicate CYP1A2. Marked bars indicate that the values were significantly different between treated and vehicle control hepatocytes (^*^p < 0.05, ^**^p < 0.001).

### Small intestine Cyp1a1 levels are mildly upregulated by A-998679

Since intestinal DMEs can also affect pharmacokinetic exposure of agents dosed orally, the ability of A-998679 to induce Cyp1a1 in rat jejunum was assessed (Figure 6). At doses of 30 and 100 mg/kg, A-998679 treatment increased mRNA expression of Cyp1a1 with high interindividual variability, albeit at a much lower level than in the liver. Interestingly, at the high dose tested (200 mg/kg), Cyp1a1 mRNA expression was significantly decreased in the jejunum. Levels of jejunum Cyp1a2 mRNA remained unchanged (data not shown).

**Figure 6:**
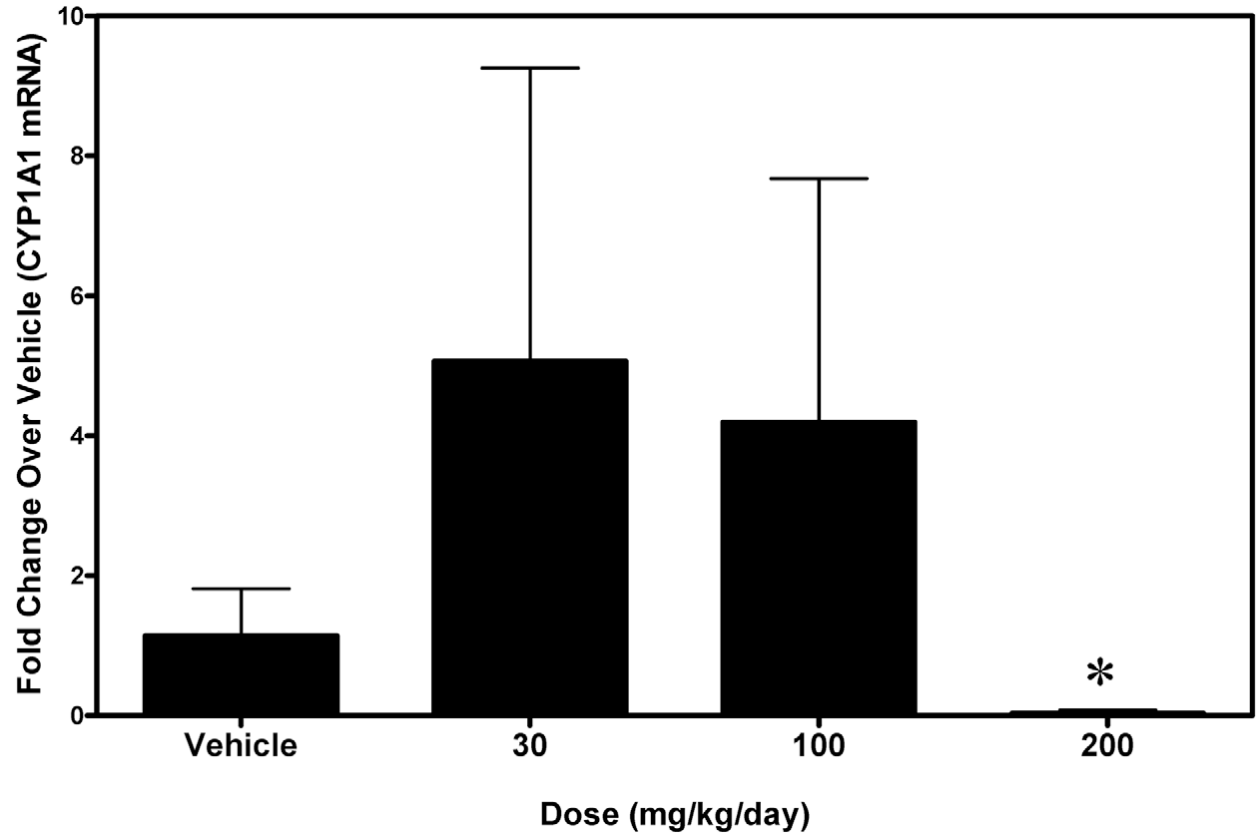
**Levels of Cyp1a1 mRNA in small intestine (jejunum) from rats treated with 30, 100, or 200 mg/kg/day A-998679 compared to vehicle control animals.** The data presentation is the same as described in Figure 3 (average ± SD). Note that at the 200 mg/kg dose, the Cyp1a1 mRNA levels are substantially decreased (below the level of the vehicle controls). Marked bars indicate that the values were significantly different between treated and vehicle control rats (^*^p < 0.05).

### A-998679 is an activator of AhR

A-998679 was evaluated for its ability to activate AhR. Using rat liver mRNA profiling, the compound upregulated several members of the AhR gene battery, including several glutathione s-transferase (*Gst*) isoforms, NAD(P)H dehydrogenase, quinine 1 (*Nqo1*), aldehyde dehydrogenase (*Aldh*), and *AhR* itself (Figure 7A). 

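Of 20 genes of the AhR battery in Fig. 7A, 17 were measured by probe sets of their own and 16 could be tested at 200 mg/kg, where 5 rose, 0 fell and 11 did not pass limma's test. Cyp1a1, with no value in any vehicle rat, was not among the genes tested. Gsta3, a glutathione S-transferase, had the largest rise of the genes tested, at 31.5-fold. It went from 4.24 ± 0.23 in vehicle rats to 9.22 ± 0.45 on the log2 scale (SD, n = 3 each, with standard error 0.32 and adjusted p = 1.6e-05). Nqo1, a quinone reductase, rose 3.40-fold, from 8.12 ± 0.49 to 9.88 ± 0.46 (standard error 0.24, adjusted p = 0.0077). Aldh1a1, which oxidizes retinal, rose 2.68-fold, from 9.73 ± 0.22 to 11.15 ± 0.15 (standard error 0.18, adjusted p = 0.0053), and Mgst2, a microsomal glutathione S-transferase, rose 2.07-fold (adjusted p = 0.0081). The other rise was Cyp1a2. These 5 passed in every fit that left out 1 rat. Ahr, the receptor itself, was 2.47-fold above vehicle without passing (log2 fold change 1.30, 95% interval 0.54 to 2.06, adjusted p = 0.21). Gstt1, Gsta4 and Gstm4 were 2.61-fold, 1.71-fold and 1.82-fold above vehicle (adjusted p = 0.11, 0.11 and 0.10), and Gstm5 1.92-fold (adjusted p = 0.70; log2 fold change 0.94, and 0.54 without rat 1 at 200 mg/kg). Nfe2l2, which encodes Nrf2, had a log2 fold change of -0.36 (adjusted p = 0.44). Arnt, the dimerization partner of AhR, and Cyp1b1 had log2 fold changes of -0.04 each, with a sign that turned when single rats were left out, and Fas and Faslg 0.71 and -0.23 (adjusted p = 0.59 and 0.87), Fas with 1.11 and 0.46 without rat 1 or 3 at 200 mg/kg. At 100 mg/kg 2 genes rose, Cyp1a2 and Gsta3, the second 12.1-fold (7.84 ± 0.66, adjusted p = 8.8e-04). At 30 mg/kg 0 rose in limma, with 6 higher and 0 lower at an unadjusted p under 0.05. Adjusted over the list alone, 9 were higher and 1 was lower at 200 mg/kg, 9 and 2 at 100 mg/kg, and 5 and 0 at 30 mg/kg (3, 2 and 3 higher without vehicle rat 2 and rats 1 and 3 at 30 mg/kg). Of the 2 lower at 100 mg/kg, Arnt was lost without vehicle rat 1 or 3 or rat 3 at 100 mg/kg and Nfe2l2 without vehicle rat 1 or rat 1 at 100 mg/kg. The lower one at 200 mg/kg, Nfe2l2, was lost without any 1 vehicle rat or rat 1 or 2 at 200 mg/kg. The caption of the figure presents genes that AhR activation induces, with their changes in the study's rats and those not changed in white. How the single genes were chosen is not given in the sources used here. These counts and the set test of this list are therefore not taken as independent evidence of a direction. The list as a whole was shifted up in limma's camera test at 200 mg/kg (median log2 fold change 0.94 over the 15 genes with a value in every rat, adjusted p = 2.5e-11), 100 mg/kg (adjusted p = 3.4e-08) and 30 mg/kg (adjusted p = 7.9e-05). With an estimated correlation between genes, the adjusted p values were 0.030, 0.037 and 0.30. Gsta5 and Ugt1a6 are measured only by probe sets that also match other genes and are not counted. With the floor, Nqo1, Aldh1a1 and Mgst2 had adjusted p = 0.090, 0.079 and 0.079 at 200 mg/kg, and Gsta3 0.0050. From the battery genes that were raised, together with the reporter assay and the nuclear staining of AhR in HepG2 cells, the paper concludes that the compound activates AhR.

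**Figure D2:**
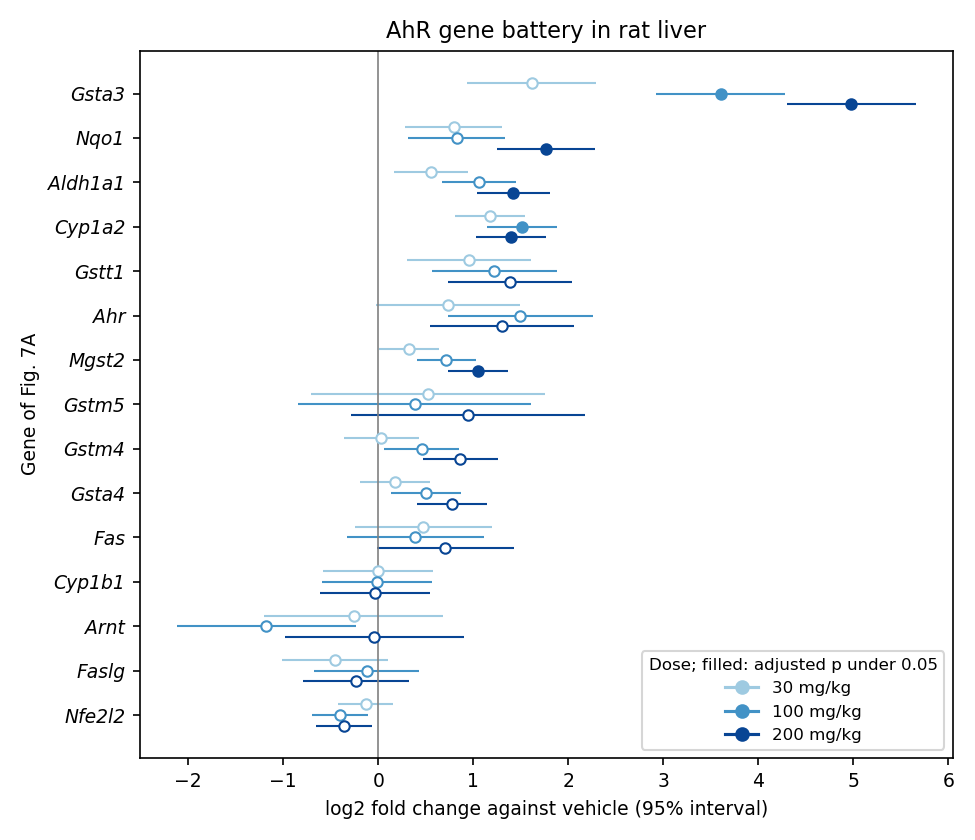
Log2 fold change against vehicle with 95% intervals at 30, 100 and 200 mg/kg/day for 15 genes of the Fig. 7A battery; filled symbols passed limma's test at an adjusted p under 0.05 and open symbols did not. At 200 mg/kg Gsta3 lies highest at 4.98 and Nfe2l2 lowest at -0.36.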

Using a luciferase reporter assay with a construct containing a consensus sequence from the human DRE transfected in HepG2 cells, A-998679 activated AhR signaling in a concentration dependent manner (EC_50_ = 16.2 μM) with a maximal increase of 56-fold over vehicle. 3-methylcholanthrene (3MC), a prototypical AhR activator, served as a positive control (EC_50_ = 2.1 μM; 97-fold maximum increase) (Figure 7B). Therefore, 3MC was ~8-fold more potent than A-998679 to activate AhR in this assay. To confirm AhR activation, translocation of AhR from the cytoplasm to the nucleus in HepG2 cells was monitored using fluorescent microscopy (Figure 7C). Both A-998679 at 40 μM and 3MC at 2 μM enhanced AhR nuclear staining relative to the vehicle control after 2 h of treatment (Table 1). The % AhR positive cells dropped substantially after 24 h incubation, but the levels of nuclear AhR remained slightly higher in the 3MC and A-998679 treated cells compared to the vehicle control.

**Figure 7:**
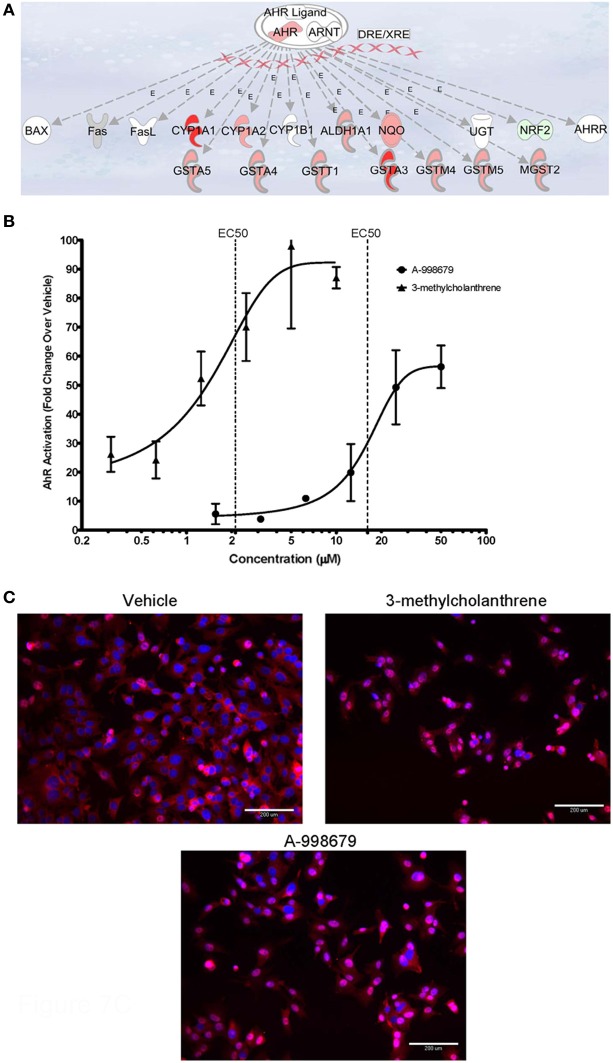
**(A)** Representation of genes induced upon activation of AhR and its subsequent binding to the DRE. Genes displayed as shades of red were increased in mRNA expression, while those in shades of green were decreased. Genes colored in white were not differentially regulated. **(B)** Luciferase gene reporter assay correlating to the degree of AhR activation in HepG2 cells. The concentration of A-998679 or the positive control (3MC) is displayed on the x-axis. Activation of AhR (average fold change ± SD) is indicated on the y-axis. **(C)** Representative fluorescent photomicrograph of the subcellular localization of AhR relative to the nucleus of HepG2 cells after 2 h treatment with vehicle, 3MC (2 μM), or A-998679 (40 μM). AhR is stained pink and the nucleus is stained blue. In the vehicle control, AhR staining was diffuse within the cytoplasm. Upon treatment with 3MC or A-998679, AhR staining intensifies in the nucleus, indicating active nuclear translocation of AhR. The quantitation of nuclear AhR staining from this imaging experiment is depicted in Table 1.

**Table 1:** **Quantitation of AhR nuclear translocation in HepG2 Cells**.

**Compound**	**AhR nuclear staining (% positive cells)**	
	**2 h**	**24 h**
Vehicle control (0.1% DMSO)	15.6	3.4
2 μM 3MC	26.3	11.1
10 μM A-998679	18.8	4.5
40 μM A-998679	29.6	6.3

### Cyp1a1 and Cyp1a2 metabolize A-998679

The ability of a panel of recombinant rat Cyps to metabolize A-998679 was assessed (Table 2). Rat Cyp1a1 and Cyp1a2 were involved in the metabolism of the compound, reducing the percent parent remaining to 0%. Cyp2c11 and Cyp2b1 were also contributors to the metabolism. Other various rat Cyps showed little ability to metabolize the compound.

**Table 2:** **Recombinant rat Cyp phenotype profiling after incubation with [^3^H]A-998679**.

**Cyp isoform**	**% parent remaining and dose**	
	**0.10 μM**	**0.21 μM**
Control	100	100
1A1	0	0
1A2	0	0
2A1	100	100
2A2	90.2	77.8
2B1	87.0	34.5
2C11	78.1	28.8
2C12	100	100
2C13	100	100
2C6	91.0	88.8
2D1	91.9	91.1
2D2	100	98.1
2E1	95.5	91.9
3A1	93.9	90.3
3A2	100	94.2

To further profile the involvement of human CYP1A2 in the biotransformation of A-998679, the metabolic profile was evaluated *in vitro* with human liver microsomes. Furafylline, a specific inhibitor of human CYP1A2, was co-incubated with [^3^H]-A-998679 and metabolism was monitored. As the concentration of furafylline increased (Figure 8), there was a concurrent dose-dependent decline in metabolism of A-998679 (IC_50_ = 0.7 μM). Based on these chemical inhibition data, it is reasonable to conclude Cyp1a2 is a primary contributor to metabolism of the compound; the contribution from other Cyp subfamilies should be minor. Taken together, the data suggest that Cyp1a1 and Cyp1a2 are likely the major routes of metabolism for A-998679 in rats and humans.

**Figure 8:**
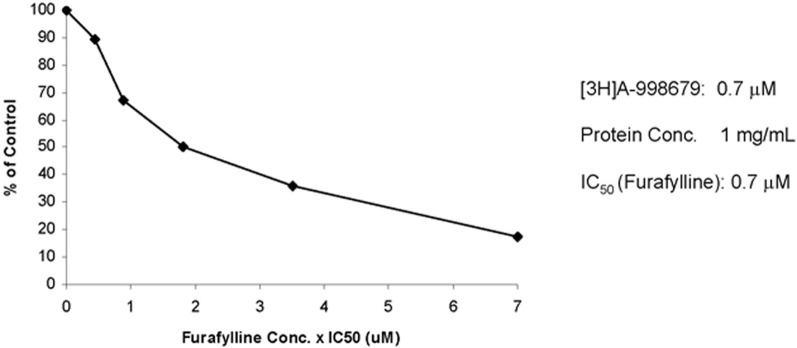
**Effect of furafylline, a specific CYP1A2 inhibitor, on the metabolism of [3H]A-998679 in human liver microsomes.** Incubations with radiolabeled A-998679 were conducted in duplicate in human liver microsomes in the absence or presence of increasing concentrations of furafylline. The degree of metabolism of A-998679 steadily declined as the level of furafylline increased, suggesting a major contribution from CYP1A2.

### A-998679 inhibits human CYP1A2

The inhibitory effect of A-998679 on the activity of selected CYP isoforms in human liver microsomes was evaluated indirectly by measuring the extent of inhibition of conversion of a probe substrate to a specific metabolite whose formation is primarily mediated by the isoform of interest. A-998679 showed no inhibition of the major CYP enzymes including 2C9, 2C19, 2D6, or 3A4 (IC_50_ > 30 μM), but did inhibit CYP1A2 (IC_50_ = 0.46 μM).

## Discussion

During a 5-day rat exploratory toxicology study, A-998679 dosing resulted in decreased plasma levels and total exposure (AUC) of the compound at 30 and 100 mg/kg/day. Subsequent mechanistic investigation showed that A-998679 is an activator of AhR and an inducer and substrate of Cyp1a. Higher doses (200 mg/kg/day) resulted in sustained levels of the compound, likely due to saturation of metabolism. Hence, the exposure of A-998679 in rats is determined by a delicate balance between induction of Cyp1a at lower levels of the compound and saturation of Cyp1a metabolism at higher levels with a possible enzyme inhibition component (as demonstrated in human liver microsomes). At the 30 mg/kg dose, the plasma concentration was low and enzyme induction dominated the exposure level. As the dose and plasma concentration increased, the metabolism capacity of Cyp1a was overwhelmed and possibly inhibited, which counteracted the effects of induction. This effect results in undesirable pharmacokinetic behavior since the plasma exposure cannot be reliably predicted.

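In the liver arrays, none of the 39 tested Cyp genes of families 1 to 4 other than Cyp1a1 and Cyp1a2, the isoforms of Table 2 included, passed limma's test at 200 mg/kg, nor when adjusted over these 39 alone. Adjusted over the isoforms of Table 2 by themselves, Cyp2c12 was higher and Cyp2c11 and Cyp2c13 were lower at 200 mg/kg, but none of the 3 without vehicle rat 1, vehicle rat 3 or rat 2 at 200 mg/kg. At an unadjusted p under 0.05, 1 was higher and 7 were lower at 200 mg/kg, 1 and 1 at 100 mg/kg, and 1 and 0 at 30 mg/kg. Of the 39, 12 lay above vehicle and 27 below at 200 mg/kg, with a median log2 fold change of -0.08 (-0.028 and -0.16 without rat 2 or 3 at 200 mg/kg). The shift of the list was not past the threshold (limma's camera test, adjusted p = 0.054, and 0.50 with an estimated correlation). Of 24 listed targets of CAR and PXR, the xenobiotic receptors that drive Cyp2b and Cyp3a genes, 17 could be tested and 5 rose at 200 mg/kg, 0 fell and 12 did not pass. Those that rose encode no Cyp enzyme, and some of them are also on the lists of the AhR battery or of Nrf2 targets. Ephx1, microsomal epoxide hydrolase, rose 2.77-fold, from 11.04 ± 0.13 to 12.50 ± 0.14 on the log2 scale (SD, n = 3 each; standard error 0.14, adjusted p = 9.8e-04). Ugt2b1, a UDP-glucuronosyltransferase, rose 3.40-fold, from 9.32 ± 0.27 to 11.09 ± 0.26 (standard error 0.30, adjusted p = 0.035), and the others were Akr7a3, Aldh1a1 and the efflux pump gene Abcb1a. Adjusted over the list alone 6 rose and 0 fell, and the list was shifted up in camera's test (median 0.10, with 0.17, 0.40 and 0.29 without vehicle rat 1, vehicle rat 3 and rat 2 at 200 mg/kg, and 0.40 over the 15 genes with a value in every rat that this test used; adjusted p = 1.1e-05, and 0.037 with an estimated correlation). Cyp2b1 and Cyp2b2 are measured only by probe sets that also match other genes and are not counted. The Ugt2b1 call was lost without any 1 of the vehicle or 200 mg/kg rats or without rat 1 at 100 mg/kg (highest adjusted p = 0.15), and with the floor (0.18).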

Gene expression profiling showed that, aside from the Cyp1a subfamily, no other drug metabolizing Cyp isoform was induced in A-998679-treated rats. The lack of a dose dependent Cyp1a induction in rat liver is likely due to increased biological variability in whole animals compared to cells and to the fact that the rats were exposed to the compound for 5-days while cells were exposed for 24–48 h. Thus, rat liver had more time to adapt and transcriptionally respond to the presence of the test compound. 

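Cyp1a2 did not pass limma's test between any 2 of the doses. Its difference on the log2 scale was 0.22 between 200 and 30 mg/kg (95% interval -0.14 to 0.59, adjusted p = 0.78), -0.11 between 200 and 100 mg/kg (-0.48 to 0.25, adjusted p = 0.97) and 0.34 between 100 and 30 mg/kg (-0.031 to 0.70, adjusted p = 0.90), with p = 0.2, 0.4 and 0.1 in 2-sided exact permutation tests. The last is the smallest possible, as all 3 rats at 100 mg/kg lay above all 3 at 30 mg/kg. Its slope over dose did not pass either (adjusted p = 0.25). Cyp1a1 was higher in all 3 rats at 200 mg/kg than in any rat at 30 or 100 mg/kg (2-sided exact permutation tests, p = 0.1 each, the smallest possible). Over the rats with a value it was higher at 200 than at 100 mg/kg by 3.43 on the log2 scale, or 2.11 without rat 1 at 200 mg/kg, and with the empty rat at 100 mg/kg set to the floor by 3.59 and 2.27. With the floor neither difference passed in limma (adjusted p = 0.36 against 30 mg/kg and 0.71 against 100 mg/kg), nor did the slope of Cyp1a1 over dose (0.18). Other genes in the same livers passed between 200 and 30 mg/kg. Gsta3 was higher at 200 than at 30 mg/kg by 3.36 on the log2 scale (interval 2.68 to 4.04, adjusted p = 0.0010), Akr7a3 by 3.27 (2.52 to 4.03, adjusted p = 0.0031), Ephx1 by 1.53 (1.22 to 1.83, adjusted p = 0.0010) and Ugdh, which makes UDP-glucuronate, by 1.02 (0.72 to 1.31, adjusted p = 0.033). Entpd5, a nucleotidase of the endoplasmic reticulum, named here after its values were seen, was higher by 1.14 (adjusted p = 0.039). These 5 were all the probe sets called between 200 and 30 mg/kg of 26959 tested, and 2101 had an unadjusted p of at most 0.05. With the floor 6 were called, with only 2 of these 5 among them. Between 200 and 100 mg/kg 0 passed in limma and 1591 had an unadjusted p of at most 0.05, with Gsta3 higher by 1.37 (adjusted p = 0.55), Akr7a3 by 1.51 (0.55) and Ephx1 by 0.87 (0.20, and 0.034 without rat 2 at 100 mg/kg). Between 100 and 30 mg/kg 0 passed and 1484 had an unadjusted p of at most 0.05. A slope over the dose in mg/kg passed for 47 rising and 34 falling probe sets of 28382, including Gsta3, Akr7a3 and Ephx1 (adjusted p = 8.0e-05 each), Aldh1a1 (0.0053) and Nqo1 (0.016) but not Ahr (0.30). Without a variance trend in eBayes the count between 200 and 30 mg/kg was 0 and the slope count 11. The slope count was 33 without rat 1 at 200 mg/kg, 36, 42 and 42 without vehicle rat 3, 1 or 2, and 44 and 49 without rat 3 or 2 at 200 mg/kg. The count between 200 and 30 mg/kg was 3 without rat 1 at 30 mg/kg or at 100 mg/kg, 14 and 9 without rat 2 or 3 at 200 mg/kg, and 12 without rat 2 at 100 mg/kg. The Ugdh call was lost without vehicle rat 2 (0.056), rat 1 or 3 at 30 mg/kg (0.12 and 0.056), rat 1 at 100 mg/kg (0.061) or rat 1 at 200 mg/kg (0.083). The count between 200 and 100 mg/kg was 4 without rat 2 at 100 mg/kg and 1 without rat 1 at 200 mg/kg, and the count between 100 and 30 mg/kg was 1 without rat 2 at 30 mg/kg.

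**Figure D3:**
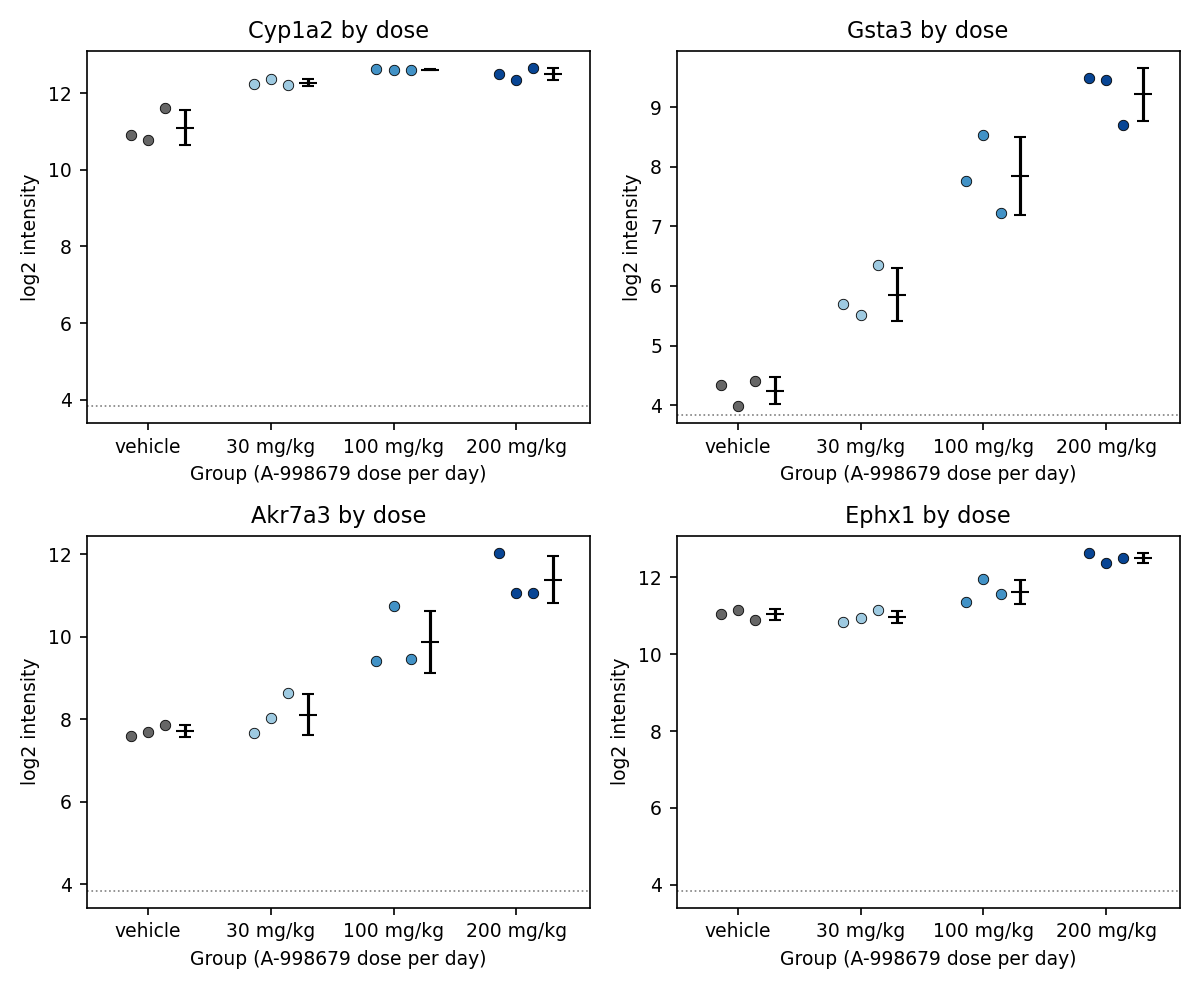
Intensity on the log2 scale of Cyp1a2, Gsta3, Akr7a3 and Ephx1 in each rat by dose of A-998679 in mg/kg/day, with 1 circle per rat, bars for the mean ± SD of 3 rats and a dotted line at the floor. Cyp1a2 differs by 0.22 between 200 and 30 mg/kg, and Gsta3, Akr7a3 and Ephx1 by 3.36, 3.27 and 1.53.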

Since Cyp phenotyping and inhibition experiments revealed that both Cyp1a1 and Cyp1a2 metabolize the compound and since these enzymes were substantially induced, Cyp1a is likely the major contributor to the loss in exposure. 

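Abcc3 encodes Mrp3, which pumps organic anions and glucuronides from hepatocytes into blood. It had no value in the 3 vehicle rats and a value in 1 of 3 rats at 30 mg/kg. At 100 mg/kg its level was 5.67 ± 0.89 (SD, n = 3) on the log2 scale, at least 3.56-fold above vehicle, and did not pass limma's test with the floor (adjusted p = 0.55). At 200 mg/kg it rose to 7.88 ± 0.33 (SD, n = 3), at least 16.5-fold above vehicle (adjusted p = 0.017 from limma with the floor). The floor gives all 3 vehicle rats the same value, so their SD is 0 by construction. These limma p values therefore do not measure the spread among vehicle rats. In the authors' deposited table Abcc3 is raised 18.0-fold, 25.4-fold and 14.8-fold in the rats at 200 mg/kg. At 100 mg/kg that table has it raised 3.82-fold and 7.09-fold in rats 1 and 2 and not changed in rat 3. The 2-sided exact permutation test gave p = 0.1 at 100 and 200 mg/kg, the smallest possible for 3 rats against 3. Abcb1a, which encodes the efflux pump P-glycoprotein, rose 2.17-fold at 200 mg/kg, from 6.14 ± 0.24 to 7.26 ± 0.26 (SD, n = 3 each; standard error 0.16, adjusted p = 0.013). Hepatic Abcc2, which encodes the canalicular pump Mrp2, had a log2 fold change of 0.12 (95% interval -0.23 to 0.47, adjusted p = 0.90; 0.016 to 0.24 without 1 rat). Of 17 hepatic transporter genes tested at 200 mg/kg, 1 rose (Abcb1a), 0 fell and 16 did not pass, with 5 lower at an unadjusted p under 0.05. Abcc3, with no value in the vehicle rats, is in neither these counts nor camera's test of the list. Adjusted over the list alone 1 was higher and 5 were lower, among them the organic anion transporters Slc22a8, Slc22a7 and Slco1a1 with log2 fold changes of -1.37, -0.47 and -0.33 (adjusted p over all genes 0.087, 0.12 and 0.31). Without vehicle rat 2 or rat 1 at 200 mg/kg 2 were lower, Slco1a1 not among them, nor did it pass without vehicle rat 3. The list was shifted down in limma's camera test (median -0.18, and -0.060 without vehicle rat 2; adjusted p = 0.043, and 0.13 with an estimated correlation). That call was lost without vehicle rat 1 or 2 (0.073 and 0.12), rat 2 or 3 at 30 mg/kg (0.057 each), rat 3 at 100 mg/kg (0.051), or rat 1 or 2 at 200 mg/kg (0.084 and 0.052), and under quantile normalization (0.13). The Abcc3 call was lost without vehicle rat 1 or 2 (0.065 and 0.051) or rat 3 at 100 mg/kg (0.051), and the Abcb1a call without vehicle rat 2 (0.056) or with the floor (0.065). Small intestine was not analysed here.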

Hepatic or intestinal transporters can also influence compound disposition, and A-998679 treatment increased expression of multidrug resistance-associated protein (Mrp3) in liver and Mrp2 in small intestine (data not shown). However, it is not known whether the compound is a substrate of these transporters.

While the autoinduction potential of compounds is not uncommon with the CYP3A family, there are fewer examples of this phenomenon involving CYP1A members. Along with the PAH chemical class, TSU-68, an angiogenesis inhibitor, is an example of a drug candidate that has been linked to autoinduction of CYP1A in humans and rats, resulting in increased clearance (Kitamura et al., 2007, 2008). Other CYP1A inducers, such as TCDD and omeprazole, are not substrates for the enzyme, but nonetheless enhance its expression and activity (Ma and Lu, 2007). While CYP induction is sometimes species-specific as in the case with omeprazole, A-998679 induced CYP1A in rat, dog, and human hepatocytes and/or liver and slightly inhibited the activity of human CYP1A2. Inhibition of CYP1A2 in rats and humans has also been reported with drugs such as fluvoxamine, ciprofloxacin, and oltipraz (Brosen et al., 1993; Langouet et al., 1995; Sofowora et al., 2001; Granfors et al., 2004). The pharmacologic activity of oltipraz, a cancer chemopreventive agent, is thought to partially involve CYP inhibition by preventing the formation of toxic metabolites (Sofowora et al., 2001).

Collectively, our data implicated AhR activation as the mechanism responsible for the decreased plasma exposure of A-998679. Using a gene reporter assay, the compound activated the DRE starting at levels of ~6 μM. Genes downstream of the DRE, including *Cyp1a1* (confirmed at the protein level), *Cyp1a2*, *Nqo1, Aldh*, and *Gst*, were all upregulated in rat liver treated with A-998679. In addition, A-998679 treatment resulted in enhanced translocation of AhR to the nucleus of HepG2 cells. 

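A list of 16 textbook AhR targets, not taken from Fig. 7A though it shares genes with it, had 12 measured genes, of which 11 could be tested at 200 mg/kg. There 3 rose (Cyp1a2, Nqo1 and Ugdh) and 0 fell. Ugdh, the enzyme that supplies UDP-glucuronate for conjugation, rose 2.32-fold at 200 mg/kg, from 9.76 ± 0.10 to 10.97 ± 0.24 on the log2 scale (SD, n = 3 each; standard error 0.14, adjusted p = 0.0027). There were 4 rises when adjusted over the list alone, with Htatip2, a short-chain dehydrogenase, 2.19-fold above vehicle (log2 fold change 1.13, and 0.62 without rat 1 at 200 mg/kg; adjusted p over all genes 0.29). One of the 11, Ahrr, the repressor of AhR, had a value in 1 vehicle rat and in 1 rat at 200 mg/kg. Camera's test used the 9 genes with a value in every rat, with a median log2 fold change of -0.04 (above 0 without vehicle rat 2 or any 1 rat at 200 mg/kg, at most 0.27) and a mean of 0.52, and put them above the other genes (adjusted p = 0.0017, and 0.037 with an estimated correlation). Cyp1a1, with no value in any vehicle rat, could not be tested and enters neither these counts nor this median. Against the floor it was at least 15.1-fold higher at 200 mg/kg. Of 22 tested glutathione S-transferase genes, 2 rose (Gsta3 and Mgst2), 0 fell and 20 did not pass. When adjusted over the list alone, 11 rose, among them Gstt3, which was 2.67-fold above vehicle (adjusted p over all genes 0.079). The glutathione S-transferases were shifted up as a list (median 0.47, adjusted p = 9.3e-11, and 0.034 with an estimated correlation). Of 17 aldehyde dehydrogenase genes 2 rose, Aldh1a1 and Aldh1l1, and 0 fell. Aldh1l1, a formyltetrahydrofolate dehydrogenase, rose 1.82-fold (standard error 0.12 on the log2 scale, adjusted p = 0.010). Its call was lost without vehicle rat 2 or 3 (highest adjusted p = 0.064) and with the floor (0.079). As a list the aldehyde dehydrogenases did not pass (median -0.03, mean 0.059, both of either sign without single rats; adjusted p = 0.80). Of 9 UDP-glucuronosyltransferases 1 rose (Ugt2b1) and 3 did when adjusted over the list alone, Ugt2a1 among them at 2.28-fold (adjusted p over all genes 0.12), and the list was shifted up (adjusted p = 4.9e-04, and 0.037 with an estimated correlation). In all, 11 of the gene lists tested passed at 200 mg/kg in camera's test, while other splits of the same rats gave up to 13. Ugt1a6 and Ugt1a7c are measured only by probe sets that also match other genes and are not counted.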

Although no direct AhR-DNA binding assays were conducted, taken together, a weight of evidence approach suggests that direct AhR agonism is the likely explanation for the interesting observations with this compound. Since CYP1A induction was observed in cells or tissues from rat, human, and dog, AhR activation by this compound appears to be species-independent as interpreted from data derived from *in vitro* hepatocyte models.

The toxicological consequence of AhR activation with A-998679 is not known since chronic toxicity studies were not conducted. However, the acute toxicity profile was benign and limited to mild liver weight increase. One potential consequence of AhR activation and subsequent Cyp1a induction is an increase in the overall oxidative stress status of a cell, thus rendering it more susceptible to toxic stimuli (Morel et al., 1999; Barouki and Morel, 2001; Marchand et al., 2004). The toxicological outcome of AhR activation may also relate to the sustainability of the activation (Mitchell and Elferink, 2009). For instance, TCDD is a non-labile and extremely potent activator of AhR which may explain the compound's enhanced toxicity profile. For A-998679 (EC_50_ = 16.2 μM in a DRE cell reporter assay), the potency of AhR activation is several orders of magnitude less than that of TCDD (binding EC_50_ ~pM to nM range) and PAHs (binding EC_50_ ~nM to μM range) (Nguyen and Bradfield, 2008; Mitchell and Elferink, 2009). Rather, the potency of A-998679 is on the same order as some endogenous ligands such as the estrogen ligand, equilenin (reporter assay EC_50_ ~10 μM) (Jinno et al., 2006) and several prostaglandins (reporter assay EC_50_~ 10–20 μM) (Seidel et al., 2001). Although A-998679 requires *in vitro* levels much higher than TCDD or 3MC to elicit its effect, phenotypic changes in rats can be observed with relatively low doses of compound (at least 30 mg/kg with a corresponding plasma *C*_max_ ~ 5 μM).

Most potent AhR activators are planar molecules with the presence of conjugated ring systems or polyhalogenation (Nguyen and Bradfield, 2008). While A-998679 is likely planar in structure (as predicted using ChemDraw 3D), it lacks the other two attributes of classical AhR activators, and thus its lower affinity for AhR is not surprising. Therefore, its mechanism of AhR binding may be more related to atypical AhR activators like the benzimidazoles (e.g., omeprazole), oltipraz, or curcumin (Nguyen and Bradfield, 2008). The former class of compounds does not have the potential to displace [3H]-TCDD in competitive binding assays and are thought to bind AhR outside of the TCDD pocket (Daujat et al., 1992; Lesca et al., 1995). Further investigations will be required to determine whether A-998679 mimics classical methods of binding or if it has a unique mode of interaction.

Cyp1a1 mRNA levels were increased in rat small intestine after treatment with 30 or 100 mg/kg of A-998679, but decreased at the highest dose administered (200 mg/kg). Since Cyp1a is involved in the metabolism of A-998679, its reduced presence may contribute to the lower clearance at high doses. The mechanism behind this repression is unclear. The rat jejunum gene expression profiles and rat and human data from other reports suggest that CYP1A1 (but not 1A2) has basal expression levels much greater than in the liver, and thus enzyme induction could be less apparent (Lin and Lu, 2001; Nishihashi et al., 2006). AhR is expressed in small intestine and can be activated to induce transcription of its target genes (Nishihashi et al., 2006). However, aside from Cyp1a1, mRNAs of genes downstream from the DRE were not induced in rat jejunum samples (data not shown).

AhR function beyond its role as a xenosensor is complex, and the possibility has been raised that some ligands may regulate the effects of AhR diversely between tissue types (Mitchell and Elferink, 2009; Abel and Haarmann-Stemmann, 2010). This may partially explain the repression effect in jejunum with high levels of A-998679, but further investigation will be required for a full understanding. Repression of several Cyp isoforms can be associated with an inflammatory state, but no evidence of inflammation was apparent (Lee et al., 2010). Also, the AhR repressor protein (Ahrr), which inhibits AhR function, is constitutively expressed at higher levels in the small intestine of male rats compared to other tissues (Nishihashi et al., 2006). Consequently, the AhR activation potential of A-998679 may be diminished in small intestine as a result of the heightened presence of Ahrr.

In the present study, the mechanism behind the increased clearance in rats over time of A-998679 was identified. The compound activates AhR, possibly through direct binding and agonism for AhR, with subsequent nuclear translocation and induction of its downstream genes, including Cyp1a. This was identified as a rare autoinduction phenomenon since Cyp1a is involved in the metabolism of the compound. In addition, at higher doses (200 mg/kg/day), the capacity of Cyp1a was saturated which maintained the compound plasma levels. Evidence from human liver microsomes suggests that A-998679 can also act as a weak inhibitor of CYP1A2, which could contribute to higher levels. These interesting molecular properties, along with its novel chemical structure distinct from classical PAHs, may allow for A-998679 to be further investigated as a tool compound in studies involving AhR and CYP biology.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Appendix

**Table A1:** **Primer and probe sequences used for RT-PCR assays**.

**Species**	**mRNA**	**Forward primer**	**Probe**	**Reverse primer**
Human	CYP1A1	GAT TGG GCA CAT GCT GAC C	TGG GAA AGA ACC CGC ACC TGG C	CTG TCA AGG ATG AGC CAG CA
	CYP1A2	TGG CTT CTA CAT CCC CAA GAA A	CTG CCA CTG GTT TAC GAA GAC ACA	CCA CAG CTC TGG GTC ATG GT
Rat	Cyp1a1	GCC ATC TGC TGA GGC TCA AC	TCT TCC AAC ATG GGT TTA TGA CAC T	GGT GCT ACA CCC CCA CAT G
	Cyp1a2	TGG CCG TGT TGT CAT TGG	TGT TCC GCC CAG AGC GGT TTC	CAT GAT GAG AAG CAG TGG AAA GA
Dog	CYP1A2	CAA GCG CCG GTG CAT AG	TCT CCC ACT TGG CCA GGA CCT CT	GCA AGA TGG CTA GGA AGA GGA A2
	28S	TTC ACC AAG CGT TGG ATT GTT	TCA CGA CGG TCT AAA CCC AGC TCA CG	TGT CTG AAC CTG CGG TTC CT

**Table A2:** **Incubation conditions used to evaluate the inhibitory effect of A-998679 on specific CYP isoforms**.

**Isoform**	**Probe substrate**		**Substrate concentration (μM)**		**Human liver microsomes [protein] (mg/ml)**	**Incubation (min)**
CYP1A2	Phenacetin		25		0.1	30
CYP2C9	Diclofenac		5		0.05	10
CYP2C19	*S*-Mephenytoin		22		0.2	40
CYP2D6	Dextromethorphan		2.5		0.05	30
CYP3A4	Midazolam		4		0.05	10

**Table A3:** **Mobile phase composition**.

**Isoform**		**Mobile phase A**		**Mobile phase B**
CYP1A2		Water with 0.05% acetic acid		MeOH:ACN (20:80) with 0.05% acetic acid
CYP2C9		Water:MeOH (95:5) with 1mM ammonium acetate		ACN:MeOH (50:50) with 1mM ammonium acetate
CYP2C19		Water:MeOH (95:5) with 1mM ammonium acetate		ACN:MeOH (50:50) with 1mM ammonium acetate
CYP2D6		Water with 0.05% acetic acid		MeOH:ACN (20:80) with 0.05% acetic acid
CYP3A4		Water with 0.1% formic acid		MeOH with 0.% formic acid

**Table A4:** **Elution conditions used for each specific to each analyte**.

**1A2**		**2C9**		**2C19**		**2D6**		**3A4**	
**Time(min)**	**%B**	**Time(min)**	**%B**	**Time(min)**	**%B**	**Time(min)**	**%B**	**Time(min)**	**%B**
0	0	0	15	0	10	0	5	0	20
0.5	0	0.5	15	0.5	10	0.1	5	0.5	20
0.6	40	1.5	95	2.2	100	2	60	3	100
2.4	40	2.5	95	2.9	100	2.1	100	3.1	20
2.5	100	2.6	15	3.0	10	2.7	100	3.6	20
3.0	100	3.0	15	3.5	10	2.8	5	−	−
3.1	0	−	−	−	−	3.4	5	−	−
3.5	0	−	−	−	−	−	−	−	−
Flow rate: 0.5 ml/min		Flow rate: 0.45 ml/min		Flow rate: 0.65 ml/min		Flow rate: 0.7 ml/min		Flow rate: 0.5 ml/min	
for 2.4 min, followed									
by 0.7 ml/min									

**Table A5:** **Specific multiple reaction monitoring (MRM) transitions monitored to quantify the analyte of interest were as follows**.

**Isoform**	**Metabolite**		**Metabolite MRM**		**Internal standard (IS)**	**IS MRM**	**Ionization mode**
CYP1A2	Acetaminophen		152 → 110		Acetanilide	136 → 94	Positive
CYP2C9	4-hydroxy diclofenac		310 → 266		Mefenamic acid	240 → 196	Negative
CYP2C19	4-hydroxy mephenytoin		233 → 190		Diphenyl hydantoin	251 → 102	Negative
CYP2D6	Dextrorphan		258 → 157		Levallorphan	284 → 157	Positive
CYP3A4	1-hydroxy midazolam		342 → 203		α-hydroxytriazolam	359 → 176	Positive

How the deposited data were processed for this re-analysis (not part of the article)

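Gene expression was measured in the livers of 12 rats, 3 per group, given vehicle or 30, 100 or 200 mg/kg/day A-998679 for 5 days, with 1 Affymetrix RAE230 2.0 array per rat. The rats were mapped to groups by the sample titles and the paper. Where the labels give 300 mg/kg for the top dose, the paper's 200 mg/kg was kept.

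The authors deposited log10 intensities, 1 per probe set and array, made with the Rosetta Resolver software. The background correction, the scaling between arrays and the reason for an empty value are not given in the sources used here. The authors deposited also a table of signed fold scores, with a fold for each treated rat relative to vehicle, from the error model of the same software. Folds under 1.5 or with p not under 0.05 are written there as 1. The log10 differences from the vehicle mean and the log10 of these folds were correlated at 0.941 to 0.970 across the probe sets changed in a rat, with slopes of 0.877 to 0.999, which settles the base and direction of the intensities. Genes are not independent replicates, so this is a check of the scale only. No column belonged to another series.

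The log10 values were multiplied by a constant to give log2 values, and no further normalization was applied, since array medians lay within 0.044 of each other. Empty values (42431, or 12.1%; 12.0% to 12.5% per array) were treated as missing. For probe sets with no value in a group, and as an alternative for all, values that were empty or below the 25th percentile of all values were set to it (log2 3.84, 14.3 units). Probe sets were named through the platform annotation, with symbols updated through the gene number in the RefSeq table of the GRCr8 assembly, which was used for names only. Of 29176 probe sets, 19691 have 1 symbol (19627 found in that table), 424 have several and 9061 have none. Probe sets with several symbols name no gene here. Where a gene (13643 in all) has several probe sets, the one with the highest mean stands for it.

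Group means were fitted with limma 3.58.1 in R 4.3.3, with all 4 groups in 1 model (8 residual degrees of freedom), a variance trend in eBayes, and Benjamini-Hochberg adjustment over the probe sets tested in each comparison at a threshold of 0.05. Each dose and the mean of the 3 doses were compared with vehicle, the doses with each other, and a slope over dose was fitted. Intervals are 95% intervals from the moderated standard errors. For Cyp1a1, Cyp1a2 and Abcc3, 2-sided exact permutation tests were run, which cannot go below p = 0.1 for 3 rats against 3. Gene lists were tested with limma's camera, with a preset correlation of 0.01 and with an estimated one, over probe sets with a value in every rat and lists with at least 3 such genes. The script was tested on simulated data with the means of the vehicle arrays and the pooled spread within all 4 groups (20497 probe sets). Known changes were set in the 200 mg/kg group. There 37% of 100 probe sets changed 2-fold and 74% of 100 changed 4-fold were called, with 4 calls among the unchanged. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

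Before the data were examined, the groups, tests, alternatives, gene lists and the rule for named genes were fixed. The paper's statements on Cyp1a, Nqo1, Aldh, Gst, Ahr and Abcc3 had been read by then. The rule names every gene the paper names for rat liver, 2 to 4 genes with the smallest p of each list, and the 10 largest rises and 10 largest falls that pass in each comparison with vehicle and in which every treated rat lies beyond every vehicle rat (or the 5 with the smallest p where fewer than 5 pass). The lists are the AhR battery of Fig. 7A, textbook AhR targets, the Cyp isoforms of Table 2, other Cyp genes, glutathione S-transferases, UDP-glucuronosyltransferases, sulfotransferases, aldehyde dehydrogenases, hepatic transporters, targets of CAR and PXR, of Nrf2 and of PPARα, cholesterol synthesis, fatty acid synthesis, gluconeogenesis, bile acids, cell cycle, acute phase, endoplasmic reticulum stress, heat shock, p53 targets, male-predominant and female-predominant genes, the circadian clock, pericentral and periportal genes, and markers of hepatocytes, Kupffer cells, endothelial cells, stellate cells, cholangiocytes, lymphocytes, neutrophils, erythroid cells and exocrine pancreas. The alternatives were quantile normalization, scaling to a common 75th percentile, the floor, a filter on dim probe sets, other variance models, array weights, only the groups compared in the fit, a block for the rat number, other thresholds, the t-test named in the paper's methods, other set tests, other dose scales, and leaving out each rat in turn. The error model of Resolver could not be repeated from these values. RT-PCR, immunohistochemistry, small intestine, hepatocytes and HepG2 cells were not analysed here.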

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

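The tests of the 4 explanations in the first 3 paragraphs below were chosen after the results were seen. The signals named here are rises that pass limma's test in genes the paper does not discuss. At 200 mg/kg they include Fgfr2, Phf7 and Fam107b, by 6.66, 5.59 and 4.74 on the log2 scale against a value below the floor in 1 vehicle rat each and by 0.45, 1.28 and 0.99 with the floor, so the size of these rises is not measured. Whether values near the lower end of the scale account for these 3 cannot be told from the floor: of the 7 called probe sets with a group mean below it (4 rises and 3 falls) 0 stayed called with the floor, but the floor itself raises such means, and 38 of the other 50 were lost too. No biological explanation of these rises was tested.

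Between 200 and 30 mg/kg Cyp1a2 differed by 0.22 on the log2 scale (95% interval -0.14 to 0.59), less than Gsta3 (2.68 to 4.04), Akr7a3 (2.52 to 4.03) and Ephx1 (1.22 to 1.83), though all 3 rats at 100 mg/kg had more Cyp1a2 than all 3 at 30 mg/kg (by 0.34; exact p = 0.1, the smallest possible), so its level is not shown to be the same at all doses. A saturated signal of the Cyp1a2 probe set could compress its response. On the arrays of 200 mg/kg the brightest value lay 0.64 above Cyp1a2 on the log2 scale, with 46 to 62 probe sets brighter, a gap that by itself does not decide. The paper's RT-PCR of Cyp1a2 in these livers (Fig. 3), which does not use this probe set, does not rise with dose either, and this argues against saturation as what kept Cyp1a2 from rising with dose. Its bars were read by eye and its folds are higher than the arrays', so some compression on the arrays stays open, and a plateau of induction from the lowest dose was not tested.

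At 200 mg/kg the markers of hepatocytes, the genes of fatty acid oxidation and the male-predominant genes lay below vehicle together, by 0.16 ± 0.069, 0.24 ± 0.12 and 0.63 ± 0.31 on the log2 scale (standard error, n = 3 each), the last 0.34 without rat 2 at 200 mg/kg. A smaller share of hepatocyte RNA could lower them. It would raise the markers of Kupffer cells, endothelial cells, stellate cells and cholangiocytes, of which 0 lay below vehicle by more than 2 standard errors, but their rises of 0.21 ± 0.22, 0.11 ± 0.094, 0.082 ± 0.14 and 0.16 ± 0.39 do not exceed that either. A difference in feeding or time of day between the groups could also act on these genes. By the paper's methods every group was fasted overnight before sacrifice, so only feeding before that fast could differ. Of 15 clock genes, 4 passed when adjusted over their list alone (2 without any 1 vehicle rat or rat 2 or 3 at 200 mg/kg, 8 without rat 1), which does not decide. The hepatocyte list did not pass camera's test under quantile normalization, so its call also depends on how the arrays are scaled. An effect of the compound on these genes stays open, along with the hepatocyte share and the feeding or time of day.

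Akr7a3 (3.66), Cryl1 (3.03) and Ephx1 (1.47) rose at 200 mg/kg in every fit that left out 1 rat. Ugt2b1 (1.77) and Slc17a3 (1.56) rose there with calls that were lost in 7 of 12 such fits each (without vehicle rats 1, 2 and 3 and rat 2 at 200 mg/kg for both, rat 1 at 100 mg/kg for both, rats 1 and 3 at 200 mg/kg for Ugt2b1, and rats 2 and 3 at 100 mg/kg for Slc17a3; highest adjusted p = 0.15 and 0.14). With the floor at the 25th or at the 5th percentile the Slc17a3, Ugt2b1 and Cryl1 calls were lost. In the mean of the 3 doses against vehicle Amd1 (0.61) and Dap (0.49) rose. The Dap call was lost without vehicle rat 1, 2 or 3 (highest adjusted p = 0.13). The Amd1 call was lost without vehicle rat 1 or 2 or any 1 rat at 100 mg/kg (highest adjusted p = 0.14).

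For 3 rats against 3 there are 10 splits of the rats, too few for a share under 0.05. The real counts and the highest of the other splits were 2 and 1 at 30 mg/kg, 6 and 0 at 100 mg/kg, 57 and 0 at 200 mg/kg, 5 and 2 between 200 and 30 mg/kg, 0 and 0 between 200 and 100 mg/kg and 0 and 1 between 100 and 30 mg/kg. Splits with a count at least as large as the real one, itself included, numbered 1, 1, 1, 1, 10 and 10 of 10. For gene lists the real numbers and the highest others were 2 and 10 at 30 mg/kg (4 of 10 splits as large), 9 and 6 at 100 mg/kg (1 of 10) and 11 and 13 at 200 mg/kg (2 of 10). For the mean of the doses, 16 probe sets were called against at most 10 in other splits (1 of 100 as large). For the slope over dose it was 81 against at most 1 (1 of 100). Only the real labels reached either count, a share under 0.05 of the splits drawn, which are a sample of those possible. The count of 16 was 5 without vehicle rat 1 and 6 with the floor. For the gene lists in the mean of the doses against vehicle the share was not under 0.05: 11 passed, up to 13 did in other splits, and 11 of 100 splits gave as many.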

How the results depend on the processing

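The floor at the 5th percentile and the restriction to probe sets with all 12 values were chosen after seeing the data. Treating empty values as missing with no floor is the setting used throughout. The number of arrays and the dim probe sets limit all counts. Where a count or call moved, the cause was not tested. Counts below are for 30, 100 and 200 mg/kg, the mean of the doses, the slope over dose, 200 against 30, 200 against 100 and 100 against 30 mg/kg, which were 2, 6, 57, 16, 81, 5, 0 and 0.

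Quantile normalization gave 3, 6, 58, 16, 79, 16, 0 and 0, and scaling to the 75th percentile 2, 6, 58, 16, 83, 11, 0 and 1. The floor at the 25th percentile gave 4, 5, 18, 6, 36, 6, 6 and 2, and at the 5th percentile 5, 2, 34, 15, 52, 6, 2 and 0. Of the 57 called at 200 mg/kg, 53 were called under quantile normalization, 55 under scaling to the 75th percentile, and 12 and 22 with those floors. Only probe sets above the median mean value gave 1, 2, 68, 12, 108, 18, 0 and 0, and only probe sets with all 12 values 1, 2, 50, 12, 88, 9, 0 and 0. eBayes without trend gave 0, 0, 3, 1, 11, 0, 0 and 0, and eBayes with trend and robust 2, 6, 53, 14, 85, 8, 0 and 0. Array weights gave 3, 11, 95, 23, 75, 5, 0 and 0. Only the groups compared gave 1, 5 and 26 against vehicle and 7, 1 and 0 between doses. A fold of at least 1.5 besides gave 2, 6, 53, 15, 64, 5, 0 and 0. The slope on dose rank gave 54 and on log2 of dose plus 10 gave 36. At an unadjusted p of at most 0.05 limma gave 1382, 1620, 2359, 1775, 2626, 2101, 1591 and 1484, and the methods' t-test 1210, 1655, 2040 and 1672 against vehicle and 1625, 1439 and 1245 between doses. With Benjamini-Hochberg adjustment the methods' t-test gave 0, 0, 1 and 3 against vehicle, 0 between doses and 0 in the gene lists at 200 mg/kg.

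The rat numbers do not pair the rats: over 18 pairs with a number in common the correlation was -0.096 to 0.090, and 6 of 12 rats correlate best with their own number. With the rat number as a replicate block the counts were 0, 2, 42, 4, 56, 3, 1 and 0, with 35 of the 57 at 200 mg/kg called. The Abcc3 bound at 200 mg/kg, 4.04 on the log2 scale, had adjusted p = 0.092 with the block. The 117 gene values counted in the text are against vehicle, called or not, without Cyp1a1, Cyp1a2 and Abcc3. Of these, 96 kept their side of the threshold under the block, 20 lost their call and 1 gained one. Of 26 named calls at 200 mg/kg, Cyp1a2 included, 19 held under the block, and 2 of 5 at 100 mg/kg.

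Without 1 rat at a time the counts ranged over 0 to 4, 1 to 9, 26 to 67, 5 to 19, 33 to 77, 3 to 14, 0 to 4 and 0 to 1. Cyp1a2 ranged over 1.01 to 1.43, 1.34 to 1.77 and 1.23 to 1.66 on the log2 scale at 30, 100 and 200 mg/kg, 1.19 to 1.62 for the mean, 0.14 to 0.30 for 200 against 30, -0.19 to -0.034 for 200 against 100 and 0.31 to 0.39 for 100 against 30 mg/kg. The Cyp1a1 bound ranged over 2.59 to 4.61 at 200 mg/kg and for 200 against 30 mg/kg. With its empty values at the floor, which gives no bound there, Cyp1a1 ranged over 0.12 to 0.49 at 100 mg/kg, 2.27 to 4.29 for 200 against 100 mg/kg and 0.77 to 1.59 for the mean. The Abcc3 bound ranged over 1.34 to 2.21 at 100 and 3.86 to 4.17 at 200 mg/kg. Gene lists past the threshold numbered 1 to 5, 6 to 11, 9 to 15 and 8 to 13 at 30, 100, 200 mg/kg and for the mean.

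Cyp1a2 at 30 mg/kg passed under quantile normalization (1.23, adjusted p = 0.025), array weights (1.24, 0.035) and the methods' t-test unadjusted (1.17), and without vehicle rat 3. At 100 and 200 mg/kg and for the mean (1.51, 1.40 and 1.36) it did not pass with the floor at the 25th percentile (0.12, 0.071, 0.068), eBayes without trend (0.26, 0.12, 0.13) or the methods' t-test with Benjamini-Hochberg (0.56, 0.49, 0.065). With only the groups compared it did not pass at 100 and 200 mg/kg (0.060, 0.054), and with the floor at the 5th percentile at 100 mg/kg (0.093). The 100 against 30 mg/kg difference passed under the methods' t-test unadjusted (0.34). Cyp1a1 at 100 mg/kg, with its empty values at the floor, was 1.80 with the floor at the 5th percentile.

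Gene lists past the threshold numbered 2, 9, 11 and 11 at 30, 100, 200 mg/kg and for the mean, 0, 3, 6 and 5 with an estimated correlation and 0, 5, 6 and 6 with fry. Calls in common numbered 1 for 30 and 100, 2 for 30 and 200 and 6 for 100 and 200 mg/kg. Of these, 0, 1 and 3 lie among the probe sets with all 12 values. The calls in common were 2, 3 and 6 under quantile normalization. At an unadjusted p of at most 0.05 they were 385, 436 and 642, where independent lists over the same 26241 probe sets would share 42.5, 62.1 and 72.8. Of the 385, 436 and 642, 302, 362 and 567 lie among the 20497 probe sets with all 12 values, where 20 simulations of unchanged groups against the same vehicle rats gave 248, 250 and 246. Part of the excess may come from the shared vehicle rats.

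No value of a called gene changed sign. Under quantile normalization the uncalled Cyp2a2, Cyp2c6v1 and Cyp2e1 turned to 0.00265, 0.072 and 0.043 at 200 mg/kg. Without 1 rat at a time Cyp1b1 ranged over -0.25 to 0.14, Arnt -0.30 to 0.26, Cyp2a2 -0.19 to 0.0065, Cyp2c6v1 -0.070 to 0.074 and Cyp2e1 -0.23 to 0.0038 at 200 mg/kg, and Gstm4 -0.14 to 0.15 at 30 mg/kg. Of the 117 gene values, 85 of 116 kept their side of the threshold and direction with the floor at the 25th percentile, 90 with that at the 5th, 114 under quantile normalization and all 117 under scaling to the 75th percentile. Values that were not called are among them, so these numbers do not give the share of calls that held. Of 26 named calls at 200 mg/kg, 5 held with the floor at the 25th percentile and 10 with that at the 5th. At 100 mg/kg 1 of 5 held with either floor. Printing values for these 117 was settled after reversals were seen. Among all 238 gene values that the rule covers, 11, 2, 0 and 1 reversed under quantile normalization, the 75th percentile and the floors at the 25th and 5th percentile, 0 under the block and 61 of 2833 without 1 rat, none of them called.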

Differences from the paper's values

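For Cyp1a2 the paper gives RT-PCR folds over vehicle of about 5.7 at 30 mg/kg, about 6.3 at 100 mg/kg and about 5.2 at 200 mg/kg in Fig. 3, read by eye. The arrays of the same livers gave 2.26, 2.85 and 2.64. None of the alternatives set before the data were examined brings the array folds within 1.5 times the RT-PCR folds. The array folds match the range that the paper's text gives for Cyp1a2 by microarray, with rats from 2.37-fold to 2.95-fold at 100 and 200 mg/kg.

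The paper has Cyp1a1 and Cyp1a2 increased by microarray in at least 1 animal from 100 mg/kg. Cyp1a1 had values in 2 of 3 rats at 100 mg/kg and 3 of 3 at 200 mg/kg. Those of rats 1 and 2 at 100 mg/kg were only 1.67 and 1.18 times the floor, and by themselves do not show a rise there. The authors' deposited table has Cyp1a1 raised at 100 mg/kg in rat 2 alone (10.2-fold over vehicle), which matches the paper's statement of at least 1 animal. By RT-PCR the paper has Cyp1a1 raised at all doses, whereas on the arrays Cyp1a1 had no value in any rat at 30 mg/kg, so no fold can be given there. Cyp1a2 was 2.26-fold above vehicle already at 30 mg/kg, short of the threshold in limma (adjusted p = 0.087). It passed there under quantile normalization (0.025), array weights (0.035), the methods' t-test without adjustment, limma without adjustment and without vehicle rat 3 (3.4e-04). The authors' deposited table also has it raised in all 3 rats at 30 mg/kg, by 2.14-fold to 2.41-fold.

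Fig. 7A marks Ahr, Gsta4, Gstt1, Gstm4 and Gstm5 as raised and Nrf2 as lowered, and the text names Ahr among the raised genes. At 200 mg/kg their log2 fold changes were 1.30, 0.78, 1.38, 0.86, 0.94 and -0.36 with adjusted p = 0.21, 0.11, 0.11, 0.10, 0.70 and 0.44, so the directions match and the threshold was not passed. All of them but Gstm5 passed with limma at an unadjusted p under 0.05 and when adjusted over the list alone. Cyp1a2, Gsta3, Nqo1, Aldh1a1 and Mgst2, also marked as raised, passed. The figure does not state a threshold.

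The paper reports no other major change among Cyp isoforms. None of the 10 measured isoforms of Table 2 passed here, but Cyp17a1, which is not in that table, fell by 1.59 on the log2 scale at 200 mg/kg (adjusted p = 0.040), a call that held in 3 of 12 fits that left out 1 rat.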

Other observations

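The list of targets of Nrf2, the regulator of antioxidant genes, was shifted up at 200 mg/kg. Of 23 tested, 6 rose, 0 fell and 17 did not pass, 12 rose when adjusted over the list alone, and the median log2 fold change was 0.58 (limma's camera test, adjusted p = 2.0e-13, and 0.037 with an estimated correlation). Without rat 1 at 200 mg/kg the median was 0.31 and the list still passed (adjusted p = 1.6e-10). That rat stands apart in several of these genes: Srxn1, Gclc and Txnrd1 had log2 fold changes of 0.59, 0.35 and 0.58 with it and 0.12, 0.040 and 0.35 without it, and in the authors' deposited table they and Gclm are raised at that dose in rat 1 alone (3.05-fold, 2.00-fold, 2.02-fold and 1.84-fold). Those that rose include Nqo1, Akr7a3, Ephx1 and Ugdh. Nqo1 and Ugdh are also on the list of textbook AhR targets, and Akr7a3 and Ephx1 on that of CAR and PXR targets. The shifts of these lists are therefore not separate results. At 100 mg/kg the list also passed (adjusted p = 0.0029, and 0.36 with an estimated correlation).

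Genes of fatty acid oxidation and targets of PPARα were lower at 200 mg/kg as a list (median -0.31, adjusted p = 2.5e-07, and 0.19 with an estimated correlation). None of the 20 passed alone in limma, with 1 higher and 11 lower at an unadjusted p under 0.05 and 1 and 9 when adjusted over the list alone. Those include the fatty acid transporter Cd36 (1.46), the angiopoietin-like Angptl4 (-1.03) and the oxidation enzymes Hadha (-0.47) and Decr1 (-0.30). All 9 male-predominant genes were lower, with 0 past the threshold in limma, 5 at an unadjusted p under 0.05 and 5 when adjusted over the list alone (8 without rat 3 at 200 mg/kg), the urinary proteins Obp3 (-1.92) and Mup5 (-0.55) among them (median -0.51, and -0.27 without rat 2 at 200 mg/kg; adjusted p = 2.0e-06, and 0.13 with an estimated correlation). The 6 genes listed as female-predominant did not shift as a list (camera's test, adjusted p = 0.92). When adjusted over the list alone, Cyp2c12 was higher (1.81) and Sult1e1 lower (-0.88). Neither passed without vehicle rat 3 (Cyp2c12 at 1.20), nor Cyp2c12 without rat 2 at 200 mg/kg, where Sult1e1 was -0.55. No female rats were measured, so the sex pattern of the listed genes was not checked. In the male vehicle rats Sult1e1 lay at 12.34 to 12.55, above Cyp2c12 at 7.94 to 10.07. Its fall is therefore not taken as that of a female-predominant gene. All 9 hepatocyte markers were lower, 0 passing in limma and 3 at an unadjusted p under 0.05 (median -0.18, and -0.27 without rat 3 at 200 mg/kg; adjusted p = 4.9e-04, 0.38 with an estimated correlation and 0.13 under quantile normalization).

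Of 15 clock genes 0 passed in limma, and 5 had an unadjusted p under 0.05. Adjusted over the list alone Nr1d1 was higher (1.54) and Npas2 (-1.47), Cry1 (-1.16) and Nfil3 (-0.73) were lower, the last 2 not without any 1 vehicle rat or rat 2 or 3 at 200 mg/kg. Without rat 1 at 200 mg/kg 3 were higher and 5 lower. The list did not pass (adjusted p = 0.098). Of 10 pericentral genes Cyp1a2 rose and Oat fell (-1.76, adjusted p = 0.049 from limma). The Oat call was lost without vehicle rats 1, 2 or 3, rats 2 or 3 at 30 mg/kg or any 1 rat at 100 mg/kg (highest 0.17). It was also lost with the floor at the 25th or at the 5th percentile. When adjusted over the list alone Cyp7a1 (1.83) passed, but not without vehicle rat 2 or rat 2 or 3 at 200 mg/kg, and Glul (-0.82), but not without vehicle rat 1 or 3 or rat 3 at 200 mg/kg, nor without rat 1 at that dose, where it was -0.39. The list did not pass (0.64). Periportal genes did not pass (0.098). Acute phase genes passed downward with median -0.14 (-0.27 to -0.071 without 1 rat) and a mean of either sign without single rats (adjusted p = 0.023, and 0.63 with an estimated correlation), lost without vehicle rat 1 or 2 (0.067 and 0.057), rat 3 at 100 mg/kg (0.060) or rat 1 or 2 at 200 mg/kg (0.28 and 0.17).

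At 200 mg/kg the other lists did not pass: sulfotransferases (adjusted p = 0.80), cholesterol synthesis (0.15), fatty acid synthesis (0.80), gluconeogenesis (0.39), bile acids (0.97), cell cycle (0.80), endoplasmic reticulum stress (0.80), heat shock (0.65), p53 targets (0.12), Kupffer cells (0.12), endothelial cells (0.39), stellate cells (0.99), cholangiocytes (0.80), lymphocytes (0.36), erythroid cells (0.12) and exocrine pancreas (0.82). Neutrophil markers had fewer than 3 genes with a value in every rat and were not tested. At 100 mg/kg the lists of UDP-glucuronosyltransferases (0.029, lost without vehicle rat 2, 0.16, or rat 2 at 100 mg/kg, 0.11), aldehyde dehydrogenases (0.029, lost without vehicle rat 2, 0.16, or rat 1 at 100 mg/kg, 0.051), textbook AhR targets (0.021, lost without vehicle rat 1, 0.051, or rat 1 or 2 at 100 mg/kg, 0.072 and 0.077), glutathione S-transferases (1.2e-08), CAR and PXR targets (1.9e-07) and p53 targets (0.029) were higher and erythroid markers lower (0.021). At 30 mg/kg the glutathione S-transferases were higher (0.013, lost without vehicle rat 2, 0.37, or rat 1 at 30 mg/kg, 0.11). With an estimated correlation the lists at 100 mg/kg had adjusted p = 0.14, 0.19, 0.14, 0.037, 0.037, 0.14 and 0.33 in the order given, and the glutathione S-transferases at 30 mg/kg 0.47.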
